# Overexpression of OsMYB305 in Rice Enhances the Nitrogen Uptake Under Low-Nitrogen Condition

**DOI:** 10.3389/fpls.2020.00369

**Published:** 2020-04-15

**Authors:** Dujun Wang, Tangqian Xu, Zikui Yin, Wenjuan Wu, Haoting Geng, Long Li, Meng Yang, Hongmei Cai, Xingming Lian

**Keywords:** OsMYB305, transcription factor, rice, nitrogen uptake, cellulose synthesis

## Abstract

Excessive nitrogen fertilizer application causes severe environmental degradation and drives up agricultural production costs. Thus, improving crop nitrogen use efficiency (NUE) is essential for the development of sustainable agriculture. Here, we characterized the roles of the MYB transcription factor *OsMYB305* in nitrogen uptake and assimilation in rice. *OsMYB305* encoded a transcriptional activator and its expression was induced by N deficiency in rice root. Under low-N condition, *OsMYB305* overexpression significantly increased the tiller number, shoot dry weight and total N concentration. In the roots of *OsMYB305*-OE rice lines, the expression of *OsNRT2.1*, *OsNRT2.2*, *OsNAR2.1*, and *OsNiR2* was up-regulated and ^15^NO_3_^–^ influx was significantly increased. In contrast, the expression of lignocellulose biosynthesis-related genes was repressed so that cellulose content decreased, and soluble sugar concentration increased. Certain intermediates in the glycolytic pathway and the tricarboxylic acid cycle were significantly altered and NADH-GOGAT, Pyr-K, and G6PDH were markedly elevated in the roots of *OsMYB305*-OE rice lines grown under low-N condition. Our results revealed that *OsMYB305* overexpression suppressed cellulose biosynthesis under low-nitrogen condition, thereby freeing up carbohydrate for nitrate uptake and assimilation and enhancing rice growth. OsMYB305 is a potential molecular target for increasing NUE in rice.

## Introduction

Rice is a dietary staple for ∼50% of the global population (Godfray et al., 2010). Nitrogen (N) is the most important and limiting macronutrient for rice growth and productivity. To meet increasing worldwide food demands, growers have applied nitrogen fertilizer in the attempt to maximize yields (Huang et al., 2017). The global agricultural food production doubled during the past 35 years but the quantity of N fertilizer applied to realize this gain increased by 6.9-fold (Zhang et al., 2011). Only ∼30–50% of the applied N is actually absorbed by the rice (Socolow, 1999). The balance is lost to the ambient environment in the form of ammonia volatilization, denitrification, surface runoff and leaching. These processes cause serious environmental pollution such as soil acidification, air pollution and aquatic eutrophication, and drive up agricultural production costs (Li H. et al., 2017; Ali et al., 2018). Therefore, the improvement of nitrogen use efficiency (NUE) in rice is urgently needed in order to achieve “low input but high output” (Zhang, 2007; Xu et al., 2012; Gojon, 2017; Swarbreck et al., 2019).

Urea is the principle form of N fertilizer used in agriculture practice. It is rapidly degraded into ammonium by urease in the soil (Kojima et al., 2006; Wang et al., 2012). Hence, ammonium is the major nitrogen form in flooded soil environments. Rice roots release oxygen from their aerenchyma, induce rapid nitrification in the rhizosphere, and absorb NO_3_^–^ at rates comparable to those for NH_4_^+^ (Kirk and Kronzucker, 2005; Li et al., 2008). Nitrate uptake is mediated by NRT1/NPF (low-affinity) and NRT2 (high-affinity) family transporters while ammonium absorption is regulated by ammonium/methylammonium transporters (AMTs) (Feng et al., 2011; Li et al., 2012; Yan et al., 2011). The NH_4_^+^ derived from NO_3_^–^ or directly absorbed by AMTs is assimilated into amino acids via the glutamine synthetase (GS)/glutamine-2-oxoglutarate aminotransferase (GOGAT) cycle and translocated to developing organs (Li H. et al., 2017).

Numerous studies have been conducted to improve rice NUE by manipulating the genes directly involved in N uptake and assimilation (Gojon, 2017). Constitutive expression of the barley amino transferase gene (AlaAT) in rice root dramatically elevated NUE and grain yield (Shrawat et al., 2008). *OsNR2* from *indica* rice (9311) exhibited greater NR activity than its corresponding allele in the *japonica* cultivar (Nipponbare). The introduction of *indica OsNR2* into Nipponbare increased its effective tiller number, grain yield, and NUE (Gao et al., 2019). Overexpression of *OsPTR9* (*OsNPF8.20*), *OsPTR6* (*OsNPF7.3*), and *OsNPF7.2* improved rice growth and grain yield (Fang et al., 2013, 2017; Fan et al., 2014; Wang J. et al., 2018). Introduction of *OsNRT1.1B* (*OsNPF6.5*) from *indica* cultivars into *japonica* cultivars enhanced nitrate absorption and NUE (Hu et al., 2015). *OsNRT1.1A* (*OsNPF6.3*) overexpression in rice greatly improved grain yield and N utilization and significantly shortened maturation time (Wang W. et al., 2018). Increasing OsNRT2.1 transcripts driven by the *OsNAR2.1* promoter significantly improved rice yield and NUE (Chen et al., 2016). Overexpression of *OsNAR2.1* via its native promoter also increased nitrogen uptake, rice growth and yield (Chen et al., 2017). Overexpression of the high-affinity nitrate transporter *OsNRT2.3b* increased N, Fe, and P uptake and significantly improved NUE and grain yield (Fan et al., 2016; Feng et al., 2017). In contrast, overexpression of the ammonium transporters *OsAMT1.1* and *OsAMT1.3* in rice increased ammonium absorption but also impaired growth and lowered grain yield (Hoque et al., 2006; Kumar et al., 2006; Bao et al., 2015). Overexpression of the glutamine synthetases *OsGS1.1* and *OsGS1.2* required for primary N assimilation reduced grain yield and disrupted C metabolism in rice (Cai et al., 2009).

There is a close relationship between N and carbon (C) metabolism. N assimilation requires C metabolism to provide adenosine triphosphate (ATP), reducing agents and carbon skeletons. In turn, nitrogen availability influences the distribution of assimilated carbon among organic acids and structural- and non-structural carbohydrates (Foyer et al., 2011; Li G. H. et al., 2018; Ohashi et al., 2018b; Xin et al., 2019). Several reports proposed that coordinating the C:N balance is vital for healthy and normal plant growth, development and yield formation (Nunes-Nesi et al., 2010; Sun et al., 2013; Li et al., 2016). The regulation of N and C metabolism in plants is complex. Several transcription factors (TFs) were regarded as potential targets for NUE improvement as they coordinately control the expression of genes involved in these processes. Introduction of the *ZmDof1* into rice significantly accelerated the photosynthesis and carbon flux toward N assimilation. In this way, it improved N utilization and plant growth under low-N conditions (Kurai et al., 2011). Overexpression of the Dof transcription factor *OsRDD1* facilitated the uptake and accumulation of NH_4_^+^, Na^+^, SO_4_^2–^, Cl^–^ PO_4_^3–^ and sucrose in rice (Iwamoto and Tagiri, 2016). A recent study showed that OsGRF4 directly binds the promoters of the genes participating in nitrogen assimilation and carbon fixation. An increase in OsGRF4 protein abundance markedly improved rice grain yield and NUE (Li S. et al., 2018).

Extensive transcriptome analyses have been conducted on rice to identify genome-wide changes in gene expression in response to nitrogen starvation (Lian et al., 2006; Cai et al., 2012; Yang et al., 2015; Hsieh et al., 2018; Shin et al., 2018). These studies revealed that in order to contend with nitrogen deficiency, rice must modulate the expression levels of extensive genes involved in N assimilation, C metabolism, root architecture formation, chlorophyll biosynthesis and stress response. Numerous transcription factors have been isolated that respond to low-N stress. These are putative research candidates for NUE improvement in rice (Cai et al., 2012; Yang et al., 2015; Hsieh et al., 2018).

However, the functions of these transcription factors (TFs) in nitrogen uptake and assimilation have not yet been elucidated. Here, we investigated the effects of the nitrogen deficiency-induced transcription factor *OsMYB305* on low-N adaptation in rice. We generated *OsMYB305*-overexpressing lines and compared their performances in hydroponic culture under various nitrogen levels. *OsMYB305* overexpression enhanced N uptake and assimilation, improved growth under low nitrogen conditions, reduced cellulose biosynthesis and altered carbon metabolism in rice. Our discoveries provide an empirical basis for the improvement of nitrogen uptake in rice by manipulating carbohydrate allocation between N assimilation and secondary cell wall biosynthesis.

## Materials and Methods

### Plant Materials and Growth Conditions

To generate the overexpression construct, the full-length coding sequence of *OsMYB305* was amplified from the total cDNA of rice cultivar Zhonghua11 (ZH11). The primers were designed according to the Os01g0637800 sequence from the NCBI database^1^. The PCR product was recombined with pDONR207 (Invitrogen, Carlsbad, CA, United States) to obtain the entry clones. Error-free clones were introduced into the destination vector pJC034 by LR recombination (Zhang et al., 2018). The constructs were introduced into *Agrobacterium tumefaciens* strain EHA105 and transferred into cv. Zhonghua11 as previously described (Hiei et al., 1994).

To generate *OsMYB305*-CRISPR vector, we designed the DNA spacer using an online tools^2^ (Lei et al., 2014). The amplified PCR product including U3 promoter, spacer of *OsMYB305* and sgRNA (small guide RNA) were cloned into vector PJE45/pH-Ubi-cas9-7 (Miao et al., 2013).

For the hydroponic culture, WT and *OsMYB305*-overexpressing rice seeds were germinated on filter paper soaked with distilled water for 3 days at 37°C and then sown in sand. Seedlings at the four-leaf stage were transplanted into a hydroponic culture container in the greenhouse. The nutrient solutions were prepared as previously described (Yoshida et al., 1976) and refreshed every 3 days. NH_4_NO_3_ was supplied as a nitrogen source at 0.288 mM (low nitrogen, LN), 0.72 mM (moderate nitrogen, MN) and 1.44 mM (high nitrogen, HN).

### Phylogenetic Analysis

All sequences were obtained from the NCBI protein database by blasting the full-length OsMYB305 protein sequence. The defined species included *Oryza sativa*, *Zea mays*, *Arabidopsis thaliana*, *Nicotiana tabacum*, and *Antirrhinum majus*. Closely related protein sequences were aligned by ClustalW integrated into the MEGA-X program. The aligned sequences were then used to produce phylogenetic trees in MEGA-X (Kumar et al., 2018) by the neighbor-joining method. One thousand bootstrap replications per tree were produced to test for robustness.

### Subcellular Localization

To determine the subcellular localization of OsMYB305, a full-length *OsMYB305* coding sequence was cloned into the pH7WGF2 vector to produce a GFP-OsMYB305 fusion construct driven by a cauliflower mosaic virus 35S promoter (35S:GFP:OsMYB305). OsbZIP46 was previously localized to the nucleus (Tang et al., 2012) and cloned into the pB7WGR2 vector to produce the RFP-OsMYB305 fusion construct as a nuclear marker. The two aforementioned constructs were co-transformed into rice protoplasts prepared from etiolated shoots by polyethylene glycol treatment (Tang et al., 2012). The fluorescence signal was observed under a confocal microscope (FV1000; Olympus, Tokyo, Japan) 16 h after transformation.

### Luciferase Assays

An effector plasmid was constructed by fusing OsMYB305 with a GAL4 DNA-binding domain (GAL4DB) under the control of a CaMV 35S promoter (GAL4DB-MYB305). An empty vector (none) was used as a control. The reporter plasmid contained firefly luciferase gene driven by five copies of the GAL4 binding site (5 × GAL4) or the CaMV 35S promoter + 5 × GAL4 (Hao et al., 2011). The *Renilla* luciferase gene (*R-luc*) driven by the 35S promoter was simultaneously co-transfected as an internal control. The luciferase assay (E1910; Promega, Madison, WI, United States) was conducted according to the manufacturer’s instructions. Fluorescence was detected with a microplate spectrophotometer (SPARK; Tecan GmbH, Grödig, Austria).

### Gene Expression Analysis

Transgenic and wild type roots and leaves were harvested at tillering stage from three biological replicates under the LN, MN, and HN conditions. Total RNA was extracted with Trizol reagent (Invitrogen, Carlsbad, CA, United States) according to the manufacturer’s instructions. First-strand cDNAs were synthesized with M-MLV reverse transcriptase (Invitrogen, Carlsbad, CA, United States) from DNase I-treated total RNA. The RT-qPCR reaction was run in an optical 384-well plate containing SYBR Premix Ex Taq^TM^ (TaKaRa Bio Inc., Shiga, Japan) and a QuantStudio 6 Flex PCR system (Applied Biosystems, Foster City, CA, United States). All gene-specific primers for the RT-qPCR were designed according to the cDNA sequences and are listed in Supplementary Table S1. The specific primer for the rice *UBI* gene (XM_015783851.1) was used as an internal control. The relative gene expression level was evaluated by the 2^–ΔΔCt^ method (Livak and Schmittgen, 2001).

### Total N Concentration Assays

Rice shoots and roots were harvested, dried at 80°C for 48 h, and ground into powder. Then 0.2 g powder was digested with 5 mL concentrated sulfuric acid at 376°C for 30 min. Then 1 mL hydrogen peroxide was added, and the samples were maintained at 376°C for 10 min. This process was repeated thrice. The samples were then stored at 376°C for 90 min. After cooling, the sample volumes were made up to 100 mL using deionized water. Then, the samples were reacted with sodium salicylate and sodium dichloroisocyanurate and the absorbance was measured at 660 nm in a SmartChem 200 (AMS Alliance, Frépillon, France). The device was calibrated with an ammonium sulfate standard, a calibration curve was plotted, and the total N concentrations were interpolated from it.

### ^15^N Trace Assays

Nitrogen influx rate was assayed with ^15^N as previously described (Bao et al., 2015). Wild type and *OsMYB305*-OE rice seedlings were grown in International Rice Research Institute (IRRI) nutrient solution for 2 weeks under 0.2 mM NH_4_NO_3_ and 2 mM NH_4_NO_3_. For the ^15^NO_3_ uptake analysis, the seedlings were transferred to 0.1 mM CaSO_4_ for 1 min, IRRI nutrient solution containing either 0.2 mM or 2 mM NH_4_^15^NO_3_ (atom% 15N:15NO_3_^–^ = 98%) for 10 min, and 0.1 mM CaSO_4_ for 1 min before sampling. For the ^15^NH_4_^+^ uptake analysis, the method was the same as that described above except ^15^NH_4_NO_3_ (atom% 15N:15NH_4_^+^ = 98%) was the labeled N source instead. Four biological replicates were harvested, dried at 70°C, and ground to powder. The ^15^N concentrations were measured in an isotope mass spectrometer (Isoprime100; Elementar Analysensysteme GmbH, Langenselbold, Germany).

### Nitrate, Ammonium and Free Amino Acid Assays

Fresh rice roots and shoots were freeze-dried and ground to powder. For the nitrate and ammonium analyses, 20 mg powder was extracted with 1 mL H_2_O at 80°C for 20 min. After centrifugation (13,000 × *g*, 10 min), the nitrate and ammonium concentrations in the supernatant were measured as previously described (Sarasketa et al., 2014). For the free amino acid analysis, 100 mg powder was extracted with 1 mL of 80% (v/v) methanol at 4°C for 12 h and centrifuged (4°C, 13,000 × *g*, 10 min). The supernatant was passed through 0.45 μm cellulose acetate centrifuge tube filters and analyzed by HPLC.

### Total C, Starch, and Soluble Sugar Assays

To measure the total C concentrations, the roots and shoots of rice seedlings grown in LN and HN conditions were harvested and dried at 80°C. Then the samples were ground to powder and ∼5 mg powder was examined in an isotope mass spectrometer (Isoprime100; Elementar Analysensysteme GmbH, Langenselbold, Germany).

Soluble sugar and starch were determined according to a previously described method (Li G. H. et al., 2018). Briefly, oven-dried rice tissue samples were ground to powder and ∼100 mg powder was extracted with 5 mL of 80% (v/v) ethanol at 80°C for 30 min. This process was repeated thrice. After centrifugation (13,000 × *g*, 10 min), the supernatants were collected, and their volume was made up to 100 mL using deionized water. This solution was then used to determine the soluble sugar concentrations.

To determine the starch concentration, the solid residue remaining in the centrifuge tube was resuspended in 2 mL distilled water and boiled in a water bath for 15 min. After cooling, 2 mL of 9.2 M HClO_4_ was added and the tube was intermittently stirred for 15 min. After centrifugation (13,000 × *g*, 10 min), the supernatant was collected in a 100 mL volumetric flask. The aforementioned extraction steps were repeated by adding 2 mL of 4.6 M HClO_4_ for 15 min. The supernatants were combined, and their volume was made up to 100 mL using deionized water.

The soluble sugar and starch concentrations were determined by colorimetry with anthrone reagent in a microplate spectrophotometer (SPARK; Tecan GmbH, Grödig, Austria) at 620 nm. A standard glucose curve was plotted, and the soluble sugar and glucose concentrations were interpolated from it. The starch concentration was estimated by multiplying the glucose concentration by 0.9. The sucrose, glucose and fructose concentrations were measured with an assay kit (K-SUFRG; Megazyme International Ireland Ltd., Bray Business Park, Bray, Co. Wicklow, Ireland) according to the manufacturer’s instructions.

### Metabolite Analyses

The rice tissue metabolites were measured by LC-MS/MS according to a previously described method (Guo et al., 2014). Fresh rice roots and shoots were harvested and ground to a powder in liquid nitrogen. Then 200 mg powder was weighed into a 10 mL plastic tube to which 3 mL methanol/chloroform (7:3, v/v; −20°C) was added. The suspension was vortexed and 40 μL of 300 μM PIPES [piperazine-N,*N*’-*bis*(2-ethanesulfonic acid)] was added as the internal standard. The mixtures were intermittently vortexed for 2 h at −20°C. Polar metabolites were extracted from the methanol/chloroform phase by adding 2.4 mL water to each sample, vortexing, and centrifuging (4°C, 13,000 × *g*, 5 min). The methanol-water phase was then transferred to a new tube and the polar metabolite extraction was repeated. The extracts were then pooled and dried at room temperature by N_2_ aspiration. The dried extract was re-dissolved in 200 μL deionized water, passed through a 0.45 μm cellulose acetate centrifuge tube filter and analyzed by LC-MS/MS.

### Cell Wall Composition Analyses

Cell wall residues of wild type and transgenic plants were converted into alcohol-insoluble residues (AIR) and de-starched as previously described (Huang et al., 2015). To determine the hemicellulose content, the pretreated AIR was hydrolyzed in 2 M HCl at 100°C for 1 h and the supernatant OD was measured (540 nm) after reaction with 3,5-dinitrosalicylic acid. The residue was then washed and hydrolyzed with 72% (v/v) sulfuric acid. The cellulose content was measured by anthrone assay (Li et al., 2009). The lignin content was measured by the acetyl bromide method as previously described (Xue et al., 2019).

### Enzyme Activity Analyses

Enzyme extracts from the rice roots and shoots were prepared as previously described (Gibon et al., 2004). The activity levels of NADP-ICDH, Ala aminotransferase (AlaAT), Asp aminotransferase (AspAT), fructose-1,6-bisphosphatase (FBPase), glucokinase (GlcK), fructokinase (FruK), NADP-glucose-6-phosphate dehydrogenase (G6PDH), shikimate dehydrogenase (ShikDH), and PEP carboxylase (PEPC) were detected as previously described (Gibon et al., 2004). The NADH and NADPH fluorescence levels were monitored at 340 nm in a microplate spectrophotometer (SPARK; Tecan GmbH, Grödig, Austria). Nitrate reductase (NR), nitrite reductase (NiR), glutamine synthetase (GS), and NADP-malic enzyme (ME) were assayed as previously described (Migge et al., 1997; Jenner et al., 2001; Gibon et al., 2004).

## Results

### *OsMYB305* Is Induced by N Deficiency in Rice Root

We detected *OsMYB305* expression in various rice tissues using RT-PCR and real-time q-PCR. Although *OsMYB305* was preferentially expressed in the young panicles, its transcripts were also found in the roots, leaves, leaf sheaths, nodes and internodes (Supplementary Figures S1A,B). To explore the *OsMYB305* expression pattern in response to nitrogen, rice seedlings were grown for 4 wks in culture solutions containing 0.288, 0.72, and 1.44 mM NH_4_NO_3_ (LN, MN, and HN) and the *OsMYB305* expression levels in root and shoot were measured. Under LN, the *OsMYB305* expression level in the root was significantly higher (∼6×) than those for the MN and HN conditions. In contrast, the *OsMYB305* expression level in the shoot did not differ among treatments (Figure 1A).

**FIGURE 1:**
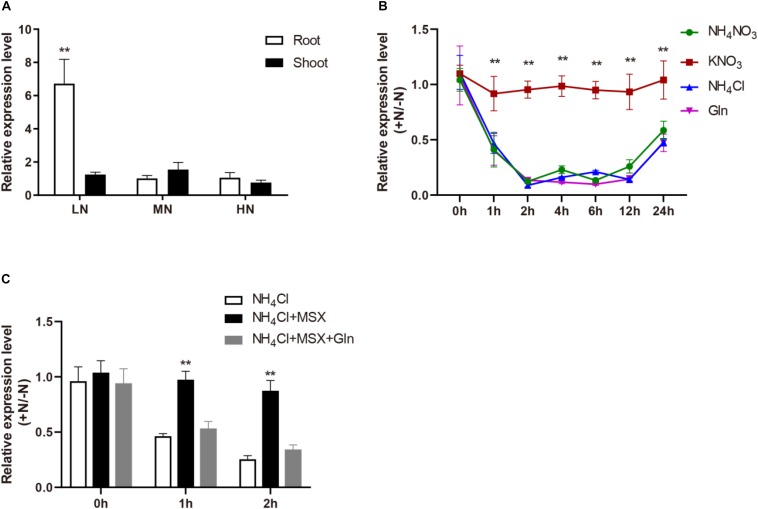
The expression pattern of *OsMYB305* responded to nitrogen. **(A)** The expression of *OsMYB305* under different concentrations of nitrogen. The rice seedlings (cv. *ZH11*) were hydroponic cultured under 0.288 mM (LN), 0.72 mM (MN), and 1.44 mM (HN) NH_4_NO_3_ treatments for 4 weeks, then the expression of *OsMYB305* in roots and shoots were measured. **(B)** The expression of *OsMYB305* responded to different N sources. The rice seedlings were pretreated with N-free medium for 7 days, then resupplied with KNO_3_ (2.88 mM), NH_4_Cl (2.88 mM), NH_4_NO_3_ (1.44 mM), Gln (1.44 mM), respectively. The samples were harvested at 0, 1, 2, 4, 6, 12, and 24 h after N resupply. The relative expression level represented the ratio of the values under N-resupplying to the values under N- deficiency. **(C)** The expression of *OsMYB305* treating with MSX. Methionine sulfoximine (MSX) was used to inhibit the activity of glutamine synthetase (GS). The rice seedlings pretreated with N-free medium for 7 days, were resupplied with NH_4_Cl (2.88 mM), NH_4_Cl (2.88 mM) + MSX (1 mM) and NH_4_Cl (2.88 mM) + MSX (1 mM) + Gln (1.44 mM). The root samples were harvested at 0, 1, and 2 h after N supply. The relative expression level was calculated by the ratio of the values under N-resupplying to the values under N-deficiency. Values were means ± SD of 3 biological replications. Statistical significance was determined using Student’s *t*-test (**P < 0.01).

To investigate the responses of *OsMYB305* to various nitrogen sources, rice seedlings were pretreated with N-free medium for 7 days and then resupplied with different nitrogen sources. Tissue samples were harvested at 0, 1, 2, 4, 6, 12, and 24 h after nitrogen reintroduction. At 2.88 mM KNO_3_, the *OsMYB305* expression did not markedly change compare with that under the N-deprived condition. On the other hand, when NH_4_NO_3_, NH_4_Cl, and Gln were administered as N sources, *OsMYB305* expression was significantly repressed (Figure 1B).

To establish whether *OsMYB305* expression was, in fact, repressed by NH_4_^+^ or Gln, methionine sulfoximine (MSX) was added to block Gln synthesis from NH_4_^+^ (Ohashi et al., 2018a). MSX reversed the NH_4_Cl-induced repression of *OsMYB305* expression while Gln recovered it in the presence of MSX (Figure 1C).

### *OsMYB305* Encodes a Transcriptional Activator Which Is Localized to the Nucleus

A phylogenetic analysis revealed that OsMYB305 belongs to the R2R3-MYB transcription factor family, and is highly similar to ZmMYB305, NtMYB305, AmMYB305, and the three MYB21-clade proteins AtMYB21, AtMYB24, and AtMYB57 in Arabidopsis (Figure 2A). We then conducted the phylogenetic analysis using the whole R2R3-MYB family proteins in rice (Zhao and Bartley, 2014), and found that OsMYB305 has a few closely related proteins (Supplementary Figure S2). A subcellular location analysis with rice protoplast showed that the GFP-OsMYB305 fusion protein was localized to the nucleus and colocalized with the nuclear marker RFP-OsbZIP46 (Figure 2B). To test whether OsMYB305 activates transcription, a dual-luciferase reporter assay was performed on rice protoplasts. GAL4DB-MYB305 significantly activated the 5 × GAL4:LUC (> 10×) and 35Spro-5 × GAL4:LUC (∼2×) reporters (Figures 2C,D).

**FIGURE 2:**
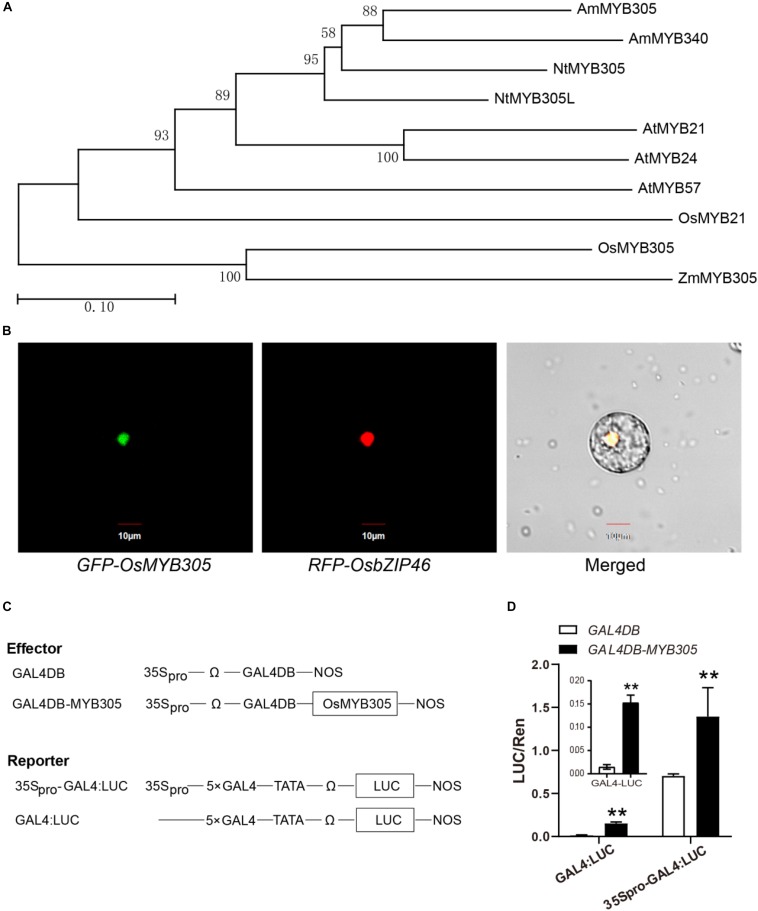
Phylogenetic analysis, subcellular localization and transcriptional activation analysis of OsMYB305. **(A)** Phylogenetic analysis of OsMYB305. The homologous proteins of OsMYB305 in the species: *Oryza sativa* (Os), *Zea mays* (Zm), *Arabidopsis thaliana* (At), *Nicotiana tabacum* (Nt), and *Antirrhinum majus* (Am), were used to construct the phylogenetic tree. The figures mean bootstrap values. The scale was for the length of branch. **(B)** Subcellular localization of OsMYB305. OsMYB305 was fused with GFP at the N terminal. The fused protein RFP-OsbZIP46 was used as the nucleus marker. **(C)** The construction of the effector and reporter used in dual-Luciferase reporter assay. **(D)** Transcriptional activation test using dual-Luciferase reporter assay. The effector and reporter vectors were co-transformed into rice protoplasts. After 16 h, the florescence of Luciferase and Renilla luciferase (internal control) were detected, and the ratios of Luc/Ren were calculated. Values were means ± SD of 3 biological replications. Statistical significance was determined using Student’s *t*-test (**P < 0.01).

### *OsMYB305* Overexpression Increases Rice Growth and N Concentration Under Low-Nitrogen Condition

To assess the effect of *OsMYB305* overexpression on rice low N adaptation, we generated *OsMYB305-*overexpressing lines using a CaMV 35S promoter to drive its coding sequences. Four transgenic lines harboring > 200× more *OsMYB305* transcripts than the wild type (WT) (Supplementary Figures S1C,D) were selected to breed. Each generation was screened with hygromycin. The T2 seedlings of the *OsMYB305*-OE lines and the WT were hydroponically cultured under LN, MN and HN treatments (0.288, 0.72, and 1.44 mM NH_4_NO_3_, respectively) for 4 weeks (Figures 3A–C). Growth parameters were then measured and analyzed. Relative to the WT, the *OsMYB305*-OE lines had greater tiller numbers (28–37.4%, 19–33.3%, and 18–25.7%, respectively) at all three N levels (Figure 3F), and higher shoot dry weights (11.7–17.4% and 9.9–11.5%) under the LN and MN conditions (Figure 3G). In contrast, root length (12–25.4% and 10–20.8%) and root dry weight (10–11.4% and 9.1–11.5%) were significantly lower in the *OsMYB305*-OE lines under MN and HN conditions, respectively (Figures 3E,H). The root-shoot ratios were also decreased (4.7–6.5%, 9.7–17.5%, and 10.6–13.7%) for all three N treatments (Figure 3I). To ensure the reliability of these results, we repeated the hydroponic culture experiment under the same N regimes, and got very similar results (Supplementary Figures S3A–I). We also observed that the leaves of *OsMYB305*-OE lines drooped more severely compare to WT, and that the organs of flowers were developing normally while the pollen activities were slightly decreased via iodine dyeing (Supplementary Figure S4).

**FIGURE 3:**
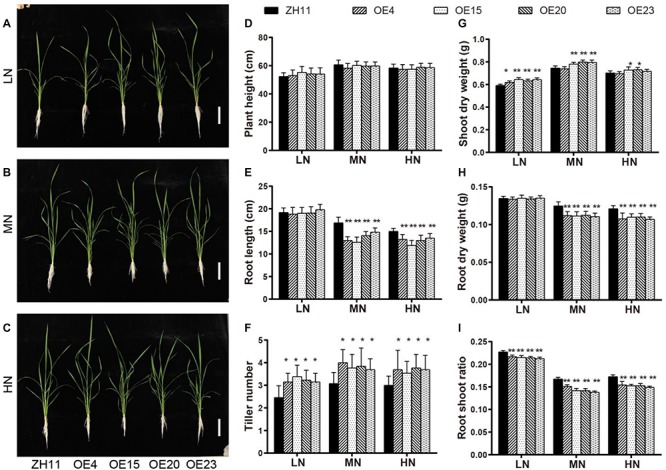
Performances of *OsMYB305*-overexpressing lines under different level of N supply. **(A–C)** Phenotype of *OsMYB305*-OE lines (OE4, OE15, OE20, OE23) and wild-type (ZH11) seedlings growing in hydroponic culture for 2 weeks. LN: 0.288 mM NH_4_NO_3_; MN:0.72 mM NH_4_NO_3_; HN:1.44 mM NH_4_NO_3_. **(D–I)** Statistic analysis of the growth parameters. Scale bars represents 10 cm. Values were means ± SD of 6 biological replications. Statistical significance was determined by Student’s *t*-test (*P < 0.05, **P < 0.01).

To test whether *OsMYB305* overexpression influenced internal N status, the total N concentrations were measured. The total N concentrations in the roots of the *OsMYB305-*OE lines were 7.5–11.8%, 7.6–15.7%, and 4.1–8.7% higher than that of the WT under the LN, MN and HN conditions, respectively (Figure 4A). The shoot N concentrations were slightly higher than that of the WT (4.2–5.9% and 3–7%) under the MN and HN conditions (Figure 4B). The N concentration measurements were repeated, and the results from twice experiments were consistent (Supplementary Figures S3J,K). We further measured the concentrations of soluble proteins, nitrate, ammonium and free amino acids in roots and shoots of the rice seedling. The soluble protein levels did not differ between the *OsMYB305-*OE lines and the WT (Supplementary Figures S5A,B). However, the total free amino acids (Supplementary Figures S5C,D), nitrate (Figures 4C,D) and ammonium (Figures 4E,F) were increased in the roots and shoots of the *OsMYB305-*OE lines under the LN condition. Gln and Glu, which are direct products of N assimilation, were also significantly increased in the roots of the *OsMYB305-*OE lines under the LN condition (Supplementary Figures S5E–H). The total N concentrations in *OsMYB305-*OE lines and WT growing in the field (applying urea 250 kg/hm^2^) were measured, and the results showed that the total N concentrations in the straws of *OsMYB305-*OE lines were significantly higher than that of the WT, while the total N concentrations in the grains were undifferentiated (Supplementary Figure S14).

**FIGURE 4:**
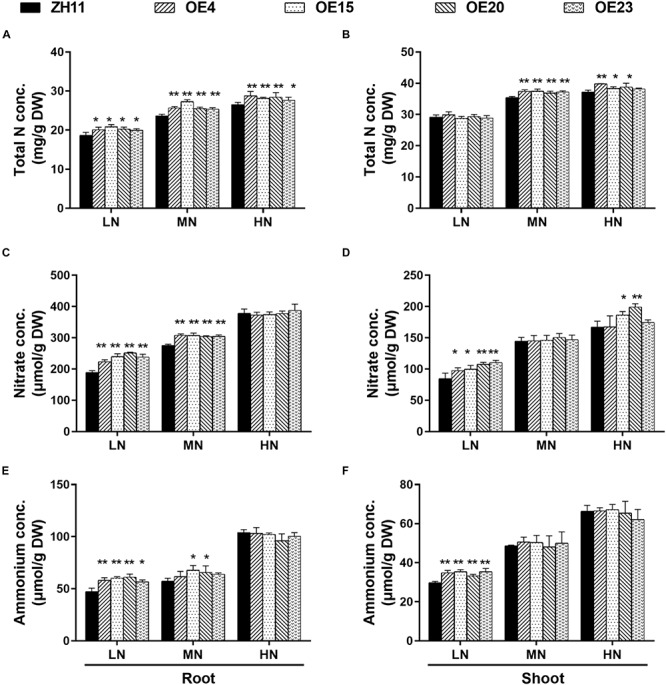
The concentrations of total N, nitrate and ammonium in *OsMYB305*-OE lines (OE4, OE15, OE20, OE23) and WT (ZH11). **(A,B)** Total N concentrations in the roots and shoots. **(C,D)** Nitrate concentrations in the roots and shoots. **(E,F)** Ammonium concentrations in the roots and shoots. Concs, concentrations; DW, dry weight. Values were means ± SD of 4 biological replications. The statistical significance was determined using the Student’s *t*-test (*P < 0.05, **P < 0.01).

To confirm whether *OsMYB305* knockout resulted in opposite phenotype, we generated *OsMYB305* mutant lines via CRISPR/Cas9 technology. Six homozygotes were obtained with 1 bp insertions or deletions at the designated target site (Supplementary Figures S6A,B). The T2 seedlings were used to assess plant performance in hydroponic culture under the same nitrogen regime to which the *OsMYB305*-OE lines were subjected. However, the mutants were not phenotypically distinct from the WT. Moreover, there were no differences in total N concentration between the mutant lines and the WT (Supplementary Figure S6C).

### *OsMYB305* Overexpression Increases Nitrate Uptake Under Low N Condition

As the 4 transgenic lines (OE4, OE15, OE20, OE23) showed consistent tendency in phenotype, total N and N compounds concentrations (Figures 3, 4), we used 3 lines (OE15, OE20, OE23) in the subsequent analyses. To explain why *OsMYB305* overexpression increases tissue N concentrations, we measured the expression levels of key genes involved in nitrogen uptake and assimilation. Three associated with the high-affinity nitrate transport system (*OsNRT2.1*, *OsNRT2.2*, and *OsNAR2.1*) and one encoding nitrite reductase (*OsNIR2*) was significantly up-regulated in the roots of *OsMYB305-*OE lines under LN and MN conditions (Figures 5A–D). In contrast, there were no significant differences between the OE lines and the WT in terms of the genes regulating ammonium uptake and assimilation (Supplementary Figure S7).

**FIGURE 5:**
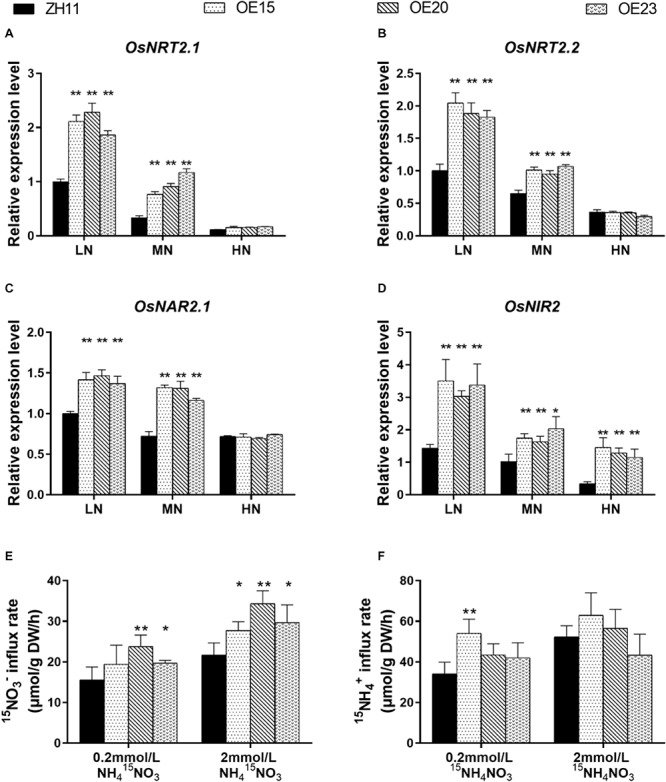
The expression level of N related genes and ^15^N uptake analysis. **(A–D)** The expression of *OsNRT2.1*, *OsNRT2.1*, *OsNAR2.1*, and *OsNIR2* in the roots of *OsMYB305*-OE lines (OE15, OE20, OE23) treating with various N level. **(E,F)** ^15^N influx rates of the *OsMYB305*-OE lines and WT (ZH11). The seedlings were grown in 0.2 or 2 mM NH_4_NO_3_ for 2 weeks, and then transferred to the medium in which the N sources were replaced by equal concentration of ^15^N labeled N sources for 10 min. NH_4_^15^NO_3_: NO_3_^–^ were labeled by ^15^N; ^15^NH_4_NO_3_: NH_4_^+^ were labeled by ^15^N. Data in **(A–D)** were means ± SD of 3 biological replications. Data in **(E,F)** were means ± SD of 4 biological replications. Statistical significance was determined by Student’s *t*-test (*P < 0.05, **P < 0.01).

To test whether nitrate uptake was elevated in the *OsMYB305*-OE lines, a ^15^N trace analysis was conducted. Under 0.2 mM NH_4_^15^NO_3_, nitrate uptake was significantly increased by 26.6–52.7% in OE20 and OE23 (Figure 5E). Under 2 mM NH_4_^15^NO_3_, the nitrate influx rates significantly increased by 27.7–57.9% in OE15, OE20, and OE23 (Figure 5E). In nearly all treatments, however, the ammonium uptake rates did not differ between the *OsMYB305*-OE lines and the WT. The exception was OE15 for which the ammonium uptake had increased relative to the WT under 0.2 mM ^15^NH_4_NO_3_ (Figure 5F).

### *OsMYB305* Overexpression Inhibited Cellulose Synthesis in the Root

To elucidate the mechanism underlying the improved nitrogen uptake in the *OsMYB305*-OE lines, we used RNA-seq to analyze the gene expression profiles in the roots of OE15 and OE20 under low N condition. 

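RNA-seq measures expression by sequencing fragments of cDNA and assigning them to genes. Roots of the WT (cultivar ZH11), OE15 and OE20 were sequenced as 2 libraries per genotype, 6 libraries in all, from seedlings supplied with 0.288 mM NH_4_NO_3_. The sample labels give 14 days of growth in MS culture solution, whereas the methods of the paper give the solution of Yoshida for hydroponic culture. According to the series text, the authors trimmed the reads with Trimmomatic 0.38, mapped them with HISAT2 2.1.0 and used Cufflinks 2.2. They deposited the FPKM of each locus (the fragments assigned to it, divided by transcript length and by the mapped fragments of the library) for each library, without pooling. Loci are listed under MSU names. After 4 names that occurred more than once were left out, 55982 loci remained.

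FPKM keeps no read totals, so the depth of each library is unknown. The steps between the lowest FPKM values gave the depth of the libraries relative to each other. With WT replicate 1 set to 1, WT replicate 2 had a relative depth of 1.36, the OE15 libraries had 1.02 and 1.04, and the OE20 libraries had 1.08 and 0.982. Between 46.4% and 47.8% of the loci were listed at 0 in a library. Across the 20627 loci with a mean of at least 1 FPKM over the 6 libraries, the Pearson correlation of log2(FPKM + 0.1) was 0.984 to 0.988 between the libraries of one genotype and 0.965 to 0.976 between libraries of different genotypes. These loci were tested with limma on log2(FPKM + 0.1) in one fit of the 3 genotypes. A gene was taken as differentially expressed in a line when its Benjamini-Hochberg adjusted p was under 0.05 and its change was above 1.5-fold. Log2 fold changes are on the log2(FPKM + 0.1) scale, which understates the change of genes with low FPKM.

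The overexpressed gene, *OsMYB305* (LOC_Os01g45090, chromosome 1), was at 0.0388 and 0.0576 FPKM in the 2 WT libraries, at 150.2 and 148 FPKM in the OE15 libraries and at 81.3 and 80.2 FPKM in the OE20 libraries. Its log2 fold change was 9.98 in OE15 (standard error 0.073, adjusted p = 2.74e-09 from limma) and 9.09 in OE20 (standard error 0.073, adjusted p = 5.26e-09). Because its WT values lie below the pseudocount, the size of this change depended on it: the log2 ratio of the group means of FPKM, with no pseudocount, was 11.60 in OE15 and 10.71 in OE20. The transcript was higher in OE15 than in OE20 by 0.89 on the log2 scale (standard error 0.073, adjusted p = 0.000886 from limma).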

The data were deposited into the GEO database (GSE145579). 

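Of the 20627 loci tested, 535 were lower and 599 were higher in OE15 than in the WT, and 339 were lower and 302 were higher in OE20. Which direction had more genes in OE15 depended on the scaling, with 577 lower and 551 higher under quantile normalization and 576 lower and 559 higher under median-ratio scaling. The lists of the 2 lines shared 223 lower genes and 212 higher genes, 435 in all, which is 2.11% of the loci tested. Opposite directions in the 2 lines were found for 7 genes. The median log2 fold change of all loci tested was 0.023 in OE15 and 0.016 in OE20. When a change above 1.5-fold in both lines was counted without a test, 326 genes were lower and 321 were higher. The count of differentially expressed genes moved most when the limit on the fold change was dropped, which gave 753 lower and 831 higher genes in both lines.

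**Figure D1:**
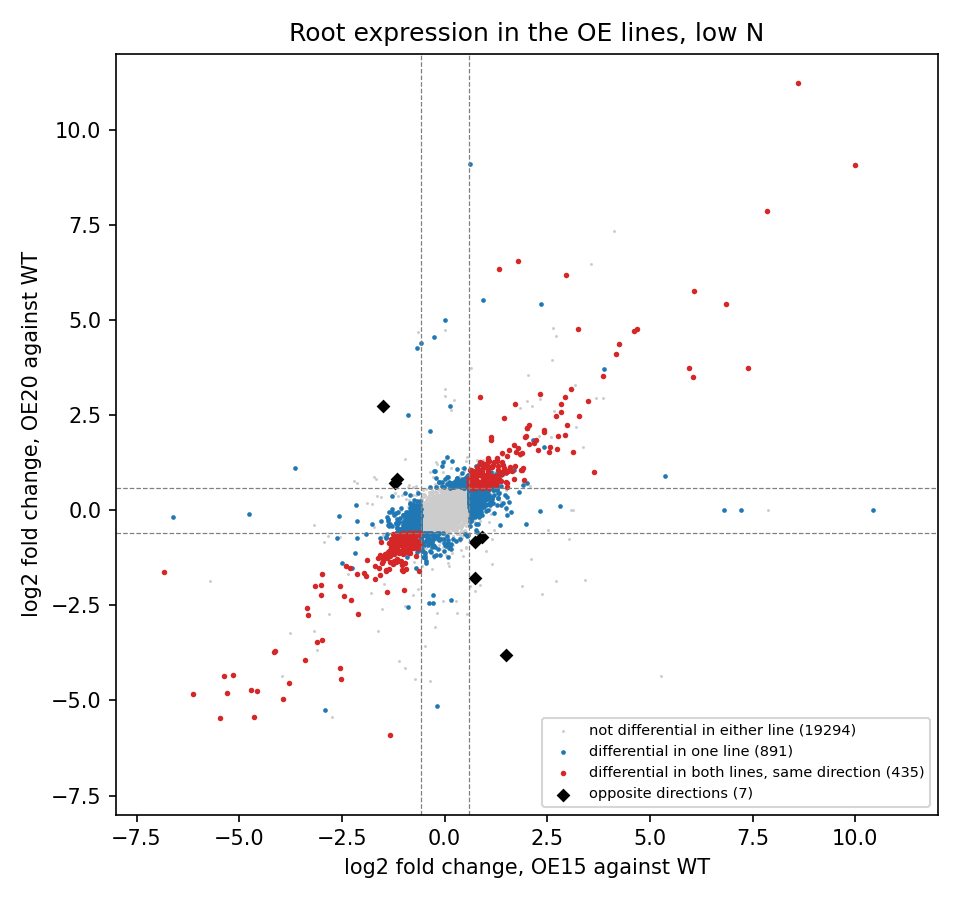
Log2 fold change of each of the 20627 loci tested in OE20 (vertical axis) against that in OE15 (horizontal axis), both relative to the WT, as the mean of 2 libraries per genotype. Red points are the 435 genes differentially expressed in both lines in one direction, blue points the 891 genes differentially expressed in one line, black diamonds the 7 genes with opposite directions and grey points the remaining 19294 loci. Dashed lines mark a 1.5-fold change.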

Compared with the WT, 238 genes were down-regulated, and 227 genes were up-regulated (fold change > 1.5) in the roots of OE15 and OE20 (Supplementary Figures S8A,B). The differentially expressed genes (DEGs) were list in Supplementary Table S2. 

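Supplementary Table S2 holds 462 loci, of which the paper lists 237 as lower and 225 as higher. All 462 had a value in each library, and 449 passed the minimum mean of 1 FPKM. Each of these 449 loci had the listed direction in both lines. The paper drew its list from the same libraries, so neither the direction nor the calls are an independent test of it. The limma test with the limit of 1.5-fold took 312 of the 449 loci as differentially expressed in both lines, 171 lower and 141 higher. Of the other 137, 120 had an adjusted p under 0.05 in both lines and a change below 1.5-fold in at least one, and 17 had a larger adjusted p in at least one line. The log2 fold changes computed from the deposited FPKM lay within 0.1 of the listed ones for 374 loci in OE15 and 391 loci in OE20.

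Among the genes that changed in both lines with all OE libraries on one side of the WT libraries, LOC_Os09g31019 and LOC_Os01g43740 on chromosomes 9 and 1 fell most by the mean of the 2 lines at the pseudocount of 0.1. The order depends on the pseudocount: with a pseudocount of 1, LOC_Os09g27930 had the largest mean fall of the 5 genes with the largest falls, -4.18 against -4.00 for LOC_Os09g31019 and -2.67 for LOC_Os01g43740. LOC_Os09g31019 was at 20.8 and 23.3 FPKM in the WT, 0.218 and 0.212 FPKM in OE15, and 0.418 and 1.06 FPKM in OE20. Its log2 fold changes were -6.13 and -4.84 (standard error 0.35, adjusted p = 7.34e-05 and 0.000347 from limma). LOC_Os01g43740 was at 5.53 ± 0.335 FPKM (SD, n = 2) in the WT and at 0.0271 ± 0.0132 and 0.0275 ± 0.0145 FPKM in OE15 and OE20, values below the pseudocount, with a log2 fold change of -5.47 in both lines (standard error 0.40, adjusted p = 0.00021 and 0.000388). Of the 5 largest falls, the one with an annotation was that of LOC_Os09g27930, which Supplementary Table S2 describes as a ubiquitin fusion protein. It was at 34.2 ± 0.983 FPKM (SD, n = 2) in the WT, 0.776 ± 0.189 FPKM in OE15 and 1.13 ± 0.108 FPKM in OE20, with log2 fold changes of -5.31 and -4.80 (standard error 0.16, adjusted p = 6.82e-06 and 1.77e-05). Apart from *OsMYB305*, the largest rises were those of LOC_Os03g02470 and LOC_Os03g43100 on chromosome 3. Both were listed at 0 in the 2 WT libraries. LOC_Os03g02470 was at 38.8 and 39.0 FPKM in OE15 and at 244 and 244 FPKM in OE20, and LOC_Os03g43100 was at 22.1 and 23.7 FPKM in OE15 and at 22.4 and 24.2 FPKM in OE20. Neither locus, nor the first 2 of the falling genes named here, is paired with a gene name in the files or in Supplementary Table S2.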

GO (gene ontology) analysis showed that the term “regulation of metabolic process” (GO:0019222) was significantly enriched in “biological process” among the up-regulated genes (Supplementary Figures S9A–C). 

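The annotations of Supplementary Table S2 were searched for words that name transcription factors or DNA-binding and zinc finger domains. The word lists were written after the annotations had been read, and the GO annotation itself was not used here. Such words stood beside 27 of the 225 higher loci (12.0%) and beside 6 of the 237 lower loci (2.53%), a difference with p = 8.79e-05 by a two-sided Fisher's exact test (0.00044 after Benjamini-Hochberg adjustment over the 10 word lists tested). All 27 higher loci passed the minimum mean. Their median log2 fold change was 0.84 in OE15 and 0.73 in OE20, and 17 of them were differentially expressed in both lines. The largest rise among them, picked out after the values were seen, was that of LOC_Os09g35010, annotated as a dehydration-responsive element-binding protein. A neighbouring locus has the same annotation, and reads shared by the copies were not separated. The locus rose from 0.566 ± 0.198 FPKM (SD, n = 2) in the WT to 7.18 ± 0.294 FPKM in OE15 and 4.67 ± 0.0214 FPKM in OE20, which are log2 fold changes of 3.48 and 2.87 (standard error 0.20, adjusted p = 7.78e-05 and 0.000308 from limma).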

Among the down-regulated genes, the GO terms “oxidation reduction” (GO:0055114), “carbohydrate metabolic process” (GO:0005975) and “response to stimulus” (GO:0050896) were significantly enriched in “biological process” and the GO term “catalytic activity” (GO:0003824) was enriched in “molecular function” (Supplementary Figures S8C,D).

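Words for oxidoreductases (cytochrome P450, peroxidase, oxidase, dehydrogenase, reductase, oxygenase or laccase) stood beside 37 of the 237 lower loci in Supplementary Table S2 (15.6%) and beside 20 of the 225 higher loci (8.89%). By a two-sided Fisher's exact test this difference had p = 0.0335, and 0.067 after Benjamini-Hochberg adjustment. The 36 lower loci that passed the minimum mean had a median log2 fold change of -0.92 in OE15 and -0.80 in OE20, and 27 were differentially expressed in both lines. Cytochrome P450 annotations alone were found for 12 lower and 8 higher loci, a difference the exact test did not separate (p = 0.497). A list of words linked to carbohydrates, most of them for synthases, glycosyl transferases and hydrolases, matched 24 lower loci (10.1%) and 8 higher loci (3.56%), with p = 0.00574 by the exact test and 0.0191 after adjustment. The 24 include 2 xylanase inhibitors and a methyladenine glycosylase. Without these, a change made after the values were seen, 21 lower and 8 higher loci remained, and the adjusted p was no longer under 0.05 (p = 0.0212 by the exact test, 0.053 after adjustment). In the list as first written, the 22 lower loci that were tested had a median log2 fold change of -0.89 in OE15 and -0.76 in OE20, and 16 were differentially expressed in both lines. The 24 also include *OsCESA4*, *OsCESA7*, *OsCESA9*, *OsCSLF8*, *OsCSLE6* and *OsGH9A3* of Table 1, which the paper chose from these data. The list was not tested without them. It also matched glucosyl transferases annotated for anthocyanins, zeatin and cytokinins, the last among both lower and higher loci. Only loci listed by the paper carry an annotation, so these shares compare lower with higher listed genes and not listed genes with all genes.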

A set of genes participating in secondary cell wall synthesis was down-regulated in the expression profiles (Table 1). 

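All 12 genes of Table 1 changed in the listed direction in both lines, 11 downward and *OsMYB31* upward. The paper lists these genes as changed in the same libraries, so the direction here is not an independent test of it. *OsCESA4* (LOC_Os01g54620, chromosome 1), which encodes a cellulose synthase of the secondary wall, was at 68.7 ± 1.13 FPKM (SD, n = 2) in the WT, 39.8 ± 0.0817 FPKM in OE15 and 46.5 ± 0.532 FPKM in OE20. Its log2 fold change was -0.79 in OE15 and -0.56 in OE20 (standard error 0.036, adjusted p = 3.07e-05 and 0.000214 from limma). *OsCESA7* (LOC_Os10g32980, chromosome 10) fell from 75.2 ± 4.19 to 42.5 ± 0.458 and 50.0 ± 1.43 FPKM, log2 fold changes of -0.82 and -0.59 (standard error 0.048, adjusted p = 8.35e-05 and 0.000599). *OsCESA9* (LOC_Os09g25490, chromosome 9) fell from 71.2 ± 4.86 to 37.1 ± 0.218 and 41.9 ± 1.01 FPKM, log2 fold changes of -0.94 and -0.76 (standard error 0.052, adjusted p = 7.04e-05 and 0.000288). Over the 11 lowered genes, the log2 fold change ran from -1.26 to -0.49 in OE15, with a median of -0.82, and from -1.02 to -0.46 in OE20, with a median of -0.56. The largest fall in OE15 was that of *OsCSLF8* (LOC_Os07g36630, chromosome 7), from 4.49 ± 0.401 to 1.82 ± 0.028 FPKM, and the largest in OE20 that of *OsLAC10* (LOC_Os03g16610, chromosome 3), from 9.04 ± 0.624 to 4.42 ± 0.353 FPKM. *OsMYB31* (LOC_Os09g36730, chromosome 9) rose from 50.9 ± 1.10 FPKM in the WT to 77.7 ± 1.42 FPKM in OE15 and 71.5 ± 1.34 FPKM in OE20, log2 fold changes of 0.61 and 0.49 (standard error 0.037, adjusted p = 9.66e-05 and 0.000435).

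The adjusted p from limma was under 0.05 for 12 of the 12 genes in OE15 and for 11 in OE20. The exception was *OsCSLE6* (LOC_Os09g30130, chromosome 9), at 2.74 ± 0.0249 FPKM in the WT and 1.89 ± 0.296 FPKM in OE20, with a log2 fold change of -0.52 (standard error 0.16, adjusted p = 0.0901). Adjusted over the 12 genes alone, which the paper chose from these data, all 12 were under 0.05 in both lines. The change exceeded 1.5-fold for 10 of the 12 genes in OE15 and for 5 in OE20. *OsLAC14* and *OsCCR1* lost their adjusted p under 0.05 in OE20 when all loci above 0 were tested, with separate fits for each line and without a trend. Over all fits the adjusted p from limma ran from 0.0223 to 0.0838 for *OsLAC14* and from 0.0288 to 0.117 for *OsCCR1*. In 10 of the 12 genes the change was smaller in OE20 than in OE15, and for 4 of them limma separated the lines at an adjusted p under 0.05. For its expression profiles, the paper states that a set of genes of secondary cell wall synthesis was down-regulated.

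**Figure D2:**
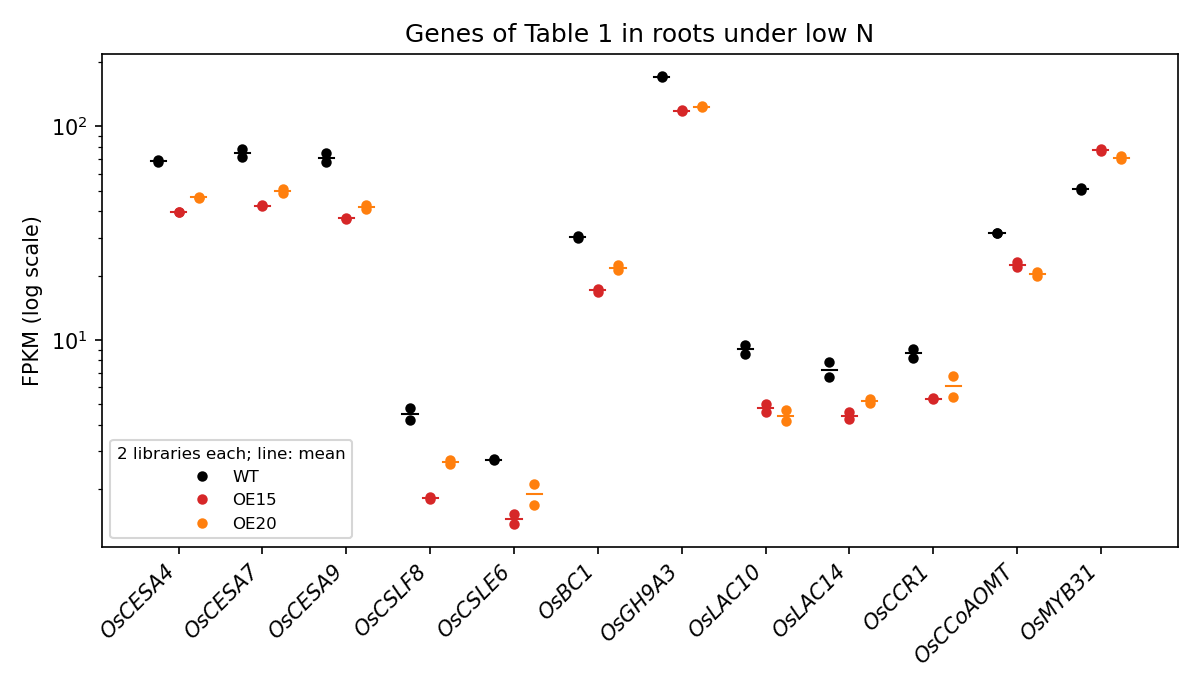
FPKM (vertical log axis) of the 12 genes of Table 1 in the roots of the WT, OE15 and OE20 under low N. Each point is one library, 2 per genotype, and the short line is their mean. The OE libraries lie below the WT libraries for the 11 lowered genes and above them for OsMYB31.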

Real-time q-PCR validated the expression levels of these genes. The expression of *OsCESA4*, *OsCESA7*, *OsCESA9*, *OsCSLF8*, *OsCSLE6*, *OsBC1*, and *OsGH9A3* (cellulose biosynthesis) and *OsMYB48* (positive regulator of secondary cell wall biosynthesis) were markedly down-regulated in the roots of *OsMYB305*-OE (Figure 6). In contrast, the expression of *OsMYB31* (negative regulator of secondary cell wall biosynthesis) was up-regulated under the LN condition (Figure 6). *OsCCR1*, *OsCCoAOMT* and *OsLAC10* (lignin biosynthesis) were also down-regulated (Figure 6). However, OsMYB305 could not activate or inhibit the promoters (2 kb) of *OsNRT2.1*, *OsNRT2.2*, *OsNAR2.1*, *OsCESA4*, *OsCESA7*, and *OsCESA9* in dual-luciferase reporter assay (Supplementary Figure S10).

**TABLE 1:** Differentially expressed genes involved in secondary cell wall biosynthesis in *OsMYB305*-OE lines (OE15, OE20).

**Gene name**	**MSU accession number**	**OE15 log2(fold change)**	**OE20 log2(fold change)**	**Functional annotation**
*OsCESA4*	LOC_Os01g54620	−0.81	−0.56	Cellulose synthase
*OsCESA7*	LOC_Os10g32980	−0.79	−0.56	Cellulose synthase
*OsCESA9*	LOC_Os09g25490	−0.93	−0.76	Cellulose synthase
*OsCSLF8*	LOC_Os07g36630	−0.93	−0.78	Cellulose synthase-like family F
*OsCSLE6*	LOC_Os09g30130	−0.98	−0.6	Cellulose synthase-like family E
*OsBC1*	LOC_Os03g30250	−0.84	−0.48	COBRA-like protein precursor
*OsGH9A3*	LOC_Os03g52630	−0.55	−0.47	Endoglucanase, putative
*OsLAC10*	LOC_Os03g16610	−0.88	−1.02	Laccase precursor protein
*OsLAC14*	LOC_Os07g01110	−0.75	−0.56	Laccase precursor protein
*OsCCR1*	LOC_Os01g18110	−0.75	−0.6	Cinnamoyl CoA reductase
*OsCCoAOMT*	LOC_Os08g38910	−0.46	−0.61	Caffeoyl-CoA O-methyltransferase
*OsMYB31*	LOC_Os09g36730	0.61	0.49	MYB family transcription factor

**FIGURE 6:**
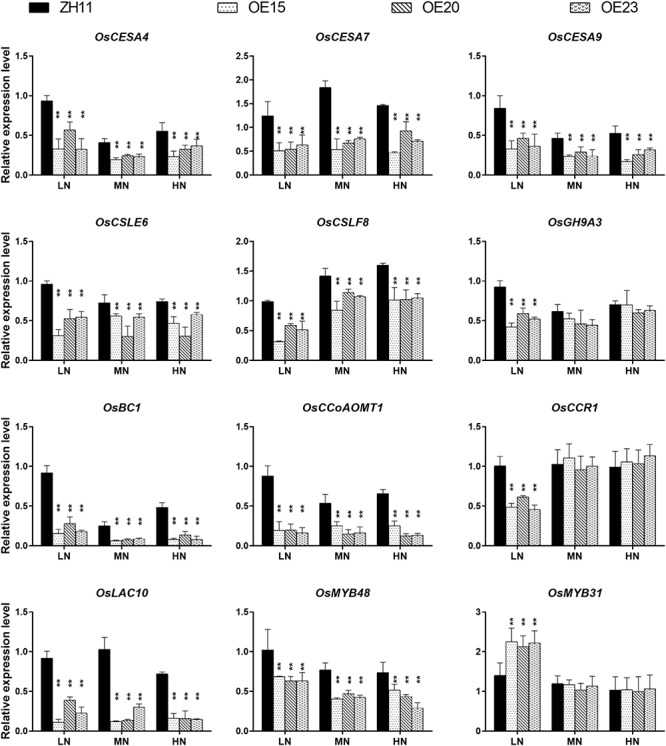
The expression level of cellulose and lignin synthesis related genes in the roots of *OsMYB305*-OE lines (OE15, OE20, OE23) and WT (ZH11) growing under various N treatments. Values were means ± SD of 3 biological replications. Statistical significance was determined using Student’s *t*-test (**P < 0.01).

Cell wall compositions were then examined and compared. Relative to the WT, the cellulose concentrations in the roots of OE15, OE20 and OE23 were 31–33%, 16.5–28.2%, and 20.7–29.6% lower under the LN, MN, and HN conditions, respectively (Figure 7A). The cellulose concentrations in the shoots of OE15, OE20 and OE23 were also 11.8–15.2%, 18.5–24.6%, and 10.6–16% lower compared with the WT under the three N levels, respectively (Figure 7B). However, neither the hemicellulose nor the lignin content differed between the *OsMYB305*-OE lines and the WT (Supplementary Figures S11A–D). In addition, the lignification degrees in the roots, leaf sheaths and leaf blades of OE15 and OE20 were obviously weaker than that in WT by phloroglucinol dying using freehand sections (Supplementary Figure S12).

**FIGURE 7:**
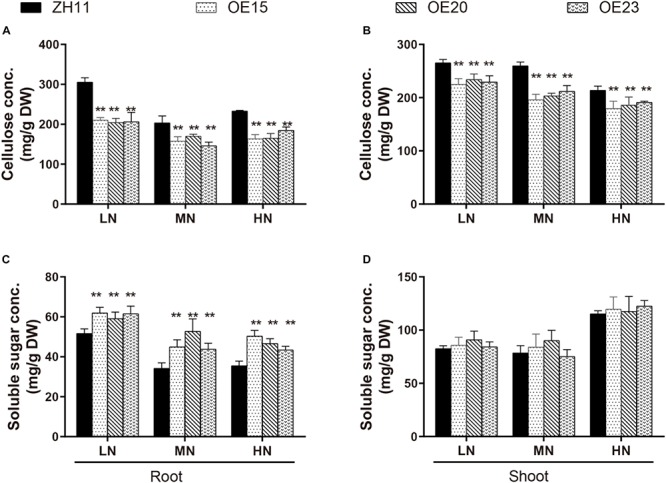
The concentrations of cellulose and soluble sugar in the *OsMYB305*-OE lines (OE15, OE20, OE23) and WT (ZH11) growing under various N treatments. **(A,B)** The cellulose concentrations in the roots and shoots of the *OsMYB305*-OE lines and WT. **(C,D)** The soluble sugar concentrations in the roots and shoots of the *OsMYB305*-OE lines and WT. Values were means ± SD of 3 biological replications. Statistical significance was determined using Student’s *t*-test (**P < 0.01).

### *OsMYB305* Overexpression Increased Soluble Sugar Concentration and Altered Carbohydrate Metabolism

Cellulose synthesis requires UDP-glucose as a substrate. Thus, we measured the carbohydrates concentrations in the *OsMYB305*-OE lines. The total C concentrations did not differ between the OE lines and the WT under the LN and HN conditions (Supplementary Figures S13A,B). Therefore, we measured the soluble sugar and starch concentrations. The starch concentration was slightly elevated in the roots of the *OsMYB305*-OE lines under LN condition (Supplementary Figures S13C,D). The soluble sugar concentrations were significantly increased by 14.3–19.9%, 21.9–54.1%, and 22.5–41.9% in the roots of the *OsMYB305*-OE lines under the LN, MN, and HN conditions, respectively (Figure 7C). However, the soluble sugar concentrations in the shoots did not significantly differ between the *OsMYB305*-OE lines and the WT (Figure 7D). Moreover, relative to the WT, the sucrose and glucose concentrations were significantly increased in the roots of the *OsMYB305*-OE lines under the LN, MN, and HN conditions but the fructose concentration did not change (Supplementary Figures S13E–G).

We further used LC-MS/MS to determine whether carbon metabolism changed in the roots of *OsMYB305*-OE lines under LN condition. Relative to the WT, the glycolysis metabolites G-1-P, G-6-P, F-6-P, and PEP were significantly decreased in the roots of the OE lines (Table 2). In contrast, the tricarboxylic acid (TCA) cycle intermediates before 2-oxoglutarate (2OG) including citrate, aconitate and isocitrate were increased in the roots of the OE lines. However, the TCA cycle intermediates after 2OG including fumarate and malate were decreased in the roots of the OE lines (Table 2). In addition, the ATP concentration and the NADPH/NADP^+^ ratio were increased in the roots of the OE lines under the LN condition (Table 2).

**TABLE 2:** Metabolites concentrations in the roots of *OsMYB305*-OE lines (OE15, OE20, OE23) and WT (ZH11) under LN condition.

	**ZH11**	**OE15**	**OE20**	**OE23**
Glyoxylate	6.22 ± 0.37	4.79 ± 0.33**	4.32 ± 0.1**	4.86 ± 0.43**
G-6-P	370.49 ± 42.4	285.22 ± 16**	292.13 ± 3.97**	238.34 ± 7.67**
F-6-P	389.7 ± 44.25	300.17 ± 15.26**	306.8 ± 3.91**	250.35 ± 7.91**
G-1-P	401.86 ± 45.03	310.14 ± 16.23**	318.58 ± 4**	257.58 ± 8.42**
PEP	0.58 ± 0.16	0.3 ± 0.09**	0.22 ± 0.09**	0.14 ± 0.02**
ADPG	1.54 ± 0.44	0.66 ± 0.13**	0.83 ± 0.17**	0.77 ± 0.14**
Citrate	542.76 ± 12.33	763.91 ± 84.57**	638.57 ± 28.31**	719.54 ± 74.18**
Isocitrate	639.13 ± 15.38	815.61 ± 80.3**	723.38 ± 39.84**	823.79 ± 47.32**
Aconitate	2.47 ± 0.24	4.09 ± 0.39**	3.7 ± 0.4**	4.21 ± 0.16**
Malate	620.86 ± 36.76	430.89 ± 22.68**	429.67 ± 10.52**	473.51 ± 40.22**
Fumarate	163.31 ± 9.39	123.04 ± 7.4**	112 ± 2.87**	122.32 ± 9.54**
ATP	4.59 ± 0.86	6.64 ± 0.3**	8.62 ± 1.33**	6.41 ± 0.43**
F2,6BP	5.9 ± 1.11	6.12 ± 0.1	7.13 ± 1.36*	7.4 ± 0.37*
NADPH/NADP +	54.7 ± 17.16	159.65 ± 14.34	275.63 ± 31.63**	306.5 ± 35.64**

Values were means ± SD of 3 biological replications. The unit of measurement is nmol g^–1^ (FW). Statistical significance was determined by Student’s t-test (*P < 0.05; **P < 0.01). ND: not detect.

We further detected the activity of key enzymes in carbon metabolism and N assimilation including NR, NIR, GS, NADH-GOGAT, Glc-K, Fru-K, PEPC, Pyr-K, ICDH, and G6PDH. The activity levels of NADH-GOGAT, Pyr-K, and G6PDH were significantly increased in the roots of the *OsMYB305*-OE lines under the LN, MN and HN conditions (Figures 8A–C). To exhibit the effects of *OsMYB305* overexpression more systematically, we integrated the alterations on gene expression, metabolism and enzymatic activities into a schematic diagram (Figure 9).

**FIGURE 8:**
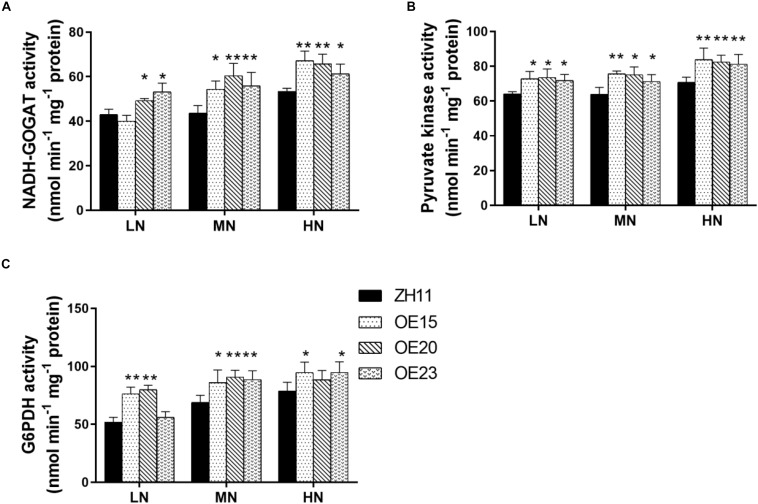
The enzyme activities in the roots of *OsMYB305*-OE (OE15, OE20, OE23) and WT (ZH11) under different N treatments. Values were means ± SD of 3 biological replications. Statistical significance was determined by Student’s *t*-test (*P < 0.05, **P < 0.01).

**FIGURE 9:**
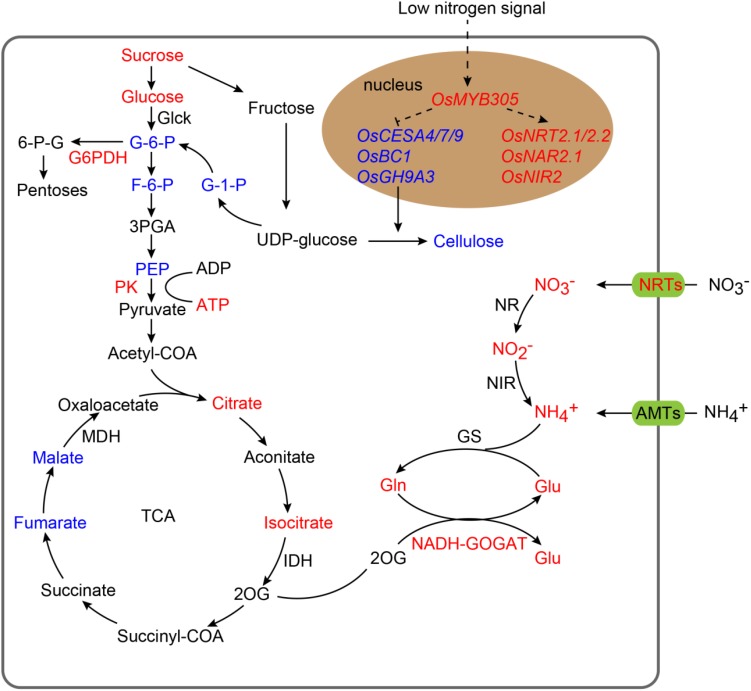
The integrated schematic diagram of the changes on gene expression, metabolism and enzyme activities in *OsMYB305*-OE lines. Increased objects were represented by red letters; decreased objects were represented by blue letters.

## Discussion

Transcription factors have been considered potential targets for the improvement of crop NUE. Several studies have identified numerous transcription factors in rice that respond to low-nitrogen stress. However, their functions were poorly understood. In this work, we identified a novel transcription factor gene *OsMYB305*. Its expression was induced by low-nitrogen conditions. We evaluated its potential roles in nitrogen uptake and assimilation using its overexpression lines.

### *OsMYB305* Overexpression Improved Rice Growth Under Low Nitrogen Condition by Facilitating Nitrate Uptake

OsMYB305 belongs to the R2R3-MYB transcription factor family. It has high homology with AmMYB305, ZmMYB305, NtMYB305 and the AtMYB21-clade proteins AtMYB21, AtMYB24, and AtMYB57 (Figure 2A). In *Antirrhinum majus*, AmMYB305 regulates the phenylpropanoid biosynthetic pathway (Sablowski et al., 1994). In *Arabidopsis*, AtMYB21, AtMYB24, and AtMYB57 regulate stamen and pollen maturation via the jasmonate pathway (Cheng et al., 2009; Mandaokar and Browse, 2009; Song et al., 2011). NtMYB305 plays an important role in primary carbohydrate metabolism and affects nectar production in tobacco (*Nicotiana tabacum* L. cv. TN90) (Liu et al., 2009; Liu and Thornburg, 2012; Wang et al., 2014). Though *OsMYB305* was preferentially expressed in the young panicles (Supplementary Figures S1A,B), its transcript was induced by N-deficiency in the roots (Figures 1A–D). In the unicellular red alga *Cyanidioschyzon merolae*, *CmMYB1* expression was induced by nitrogen depletion. The product it encoded bound the promoters of several key nitrogen assimilation genes including *CmNRT*, *CmNIR*, and *CmGS.* In this way, inorganic nitrogen uptake was stimulated (Imamura et al., 2009). *OsENOD93-1* significantly responded to N induction and reduction. Plants overexpressing this gene accumulated comparatively higher total amino acid and N concentrations in their roots and presented with relatively greater shoot dry biomass and seed yield (Bi et al., 2009). Thus, the response of *OsMYB305* to N-deficiency implied that it may has a potential role in low N adaptation.

*OsMYB305*-overexpressing plants showed relatively higher tiller numbers and shoot dry weights than that of the WT under low- and moderate N conditions (Figures 3F,G). In contrast, their root lengths and root dry weights were significantly decreased and their root-shoot ratios were lower under moderate- and high N conditions (Figures 3E,H,I). Low root to shoot ratio implies adequate internal N status (Beier et al., 2018). Further analysis indicated that the *OsMYB305*-OE lines had relatively higher N concentrations (Figures 4A,B) and levels of nitrogen-containing compounds such as nitrate, ammonium (Figures 4C–F), Gln and Glu (Supplementary Figures S5E–H).

Gene expression analysis revealed that the transcription of *OsNRT2.1*, *OsNRT2.2*, *OsNAR2.1*, and *OsNIR2* was significantly up-regulated in the roots of *OsMYB305-*OE lines under the LN and MN conditions (Figure 5A). OsNRT2.1, OsNRT2.2, and OsNRT2.3a interact with OsNAR2.1 in a high-affinity nitrate transport system in rice (Yan et al., 2011; Liu et al., 2014). Up-regulated expression of *OsNRT2.1* driven by the *OsNAR2.1* promoter significantly improved rice yield and NUE (Chen et al., 2016). The overexpression of *OsNAR2.1* driven by the native *OsNAR2.1* promoter also increased NO_3_^–^ and NH_4_^+^ uptake in rice roots (Chen et al., 2017). ^15^N trace analysis disclosed that nitrate influx in the *OsMYB305-*OE lines was significantly increased under low- and high-nitrogen conditions (Figure 5E). Only OE15 presented a significant increase in ^15^NH_4_^+^ uptake under 0.2 mM ^15^NH_4_NO_3_ (Figure 5F). Nevertheless, the ammonium concentrations in the roots and shoots of the *OsMYB305-*OE lines were significantly higher than those for the WT under low-N condition (Figures 4E,F). These results suggest that ammonium uptake was elevated in the *OsMYB305-*OE rice lines. The ^13^N radiotracer technique showed that the net ammonium uptake was comparatively higher when nitrate was present along with the ammonium (Kronzucker et al., 1999). This phenomenon was reported and corroborated in several subsequent studies (Duan et al., 2006; Li et al., 2006; Fan et al., 2016; Chen et al., 2017) and may partially account for the observed results for the *OsMYB305-OE* lines. Overall, our results indicated that *OsMYB305* overexpression improved rice growth under low nitrogen conditions by enhancing nitrogen uptake.

The phenotypes of the *OsMYB305* mutant lines were not distinct from that of the WT at the various N levels. Furthermore, their internal N concentrations did not differ from each other. One possible explanation for this phenomenon is the functional redundancy of the homologous genes (Supplementary Figure S2). However, this hypothesis must be empirically tested and validated.

### OsMYB305 May Coordinate N Assimilation and Secondary Cell Wall Biosynthesis

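A list of words linked to the cell wall (such as cellulose synthase, COBRA, endoglucanase, laccase, dirigent, expansin, fasciclin, xylan and enzymes of lignin synthesis) matched 21 of the 237 lower loci of Supplementary Table S2 and 1 of the 225 higher loci (p = 8.14e-06 by a two-sided Fisher's exact test, 8.14e-05 after Benjamini-Hochberg adjustment). Without the genes of Table 1, 10 lower loci and 1 higher locus remained (p = 0.0108 by the exact test, 0.027 after adjustment). The list matched 2 xylanase inhibitors and missed the glycine-rich cell wall structural proteins. With every annotation that names a wall added and the inhibitors left out, a change made after the values were seen, it matched 24 lower and 2 higher loci, and 13 and 2 without the genes of Table 1 (p = 0.0065 by the exact test, 0.0162 after adjustment). In the list as first written, the 9 of these lower loci that were tested had a median log2 fold change of -1.29 in OE15 and -0.91 in OE20, and 7 of them were differentially expressed in both lines. Dirigent proteins, which take part in the coupling of lignin and lignan precursors, made up 5 of the lower loci and none of the higher ones. For this count, made after the values were seen, the exact test had p = 0.0616, and 0.077 after adjustment. The dirigent locus with the largest fall, picked out after the values were seen, was LOC_Os10g18870 on chromosome 10. It was at 51.5 ± 2.74 FPKM (SD, n = 2) in the WT, 5.86 ± 0.193 FPKM in OE15 and 4.61 ± 0.0414 FPKM in OE20. Its log2 fold changes were -3.11 and -3.46 (standard error 0.065, adjusted p = 7.74e-07 and 5.89e-07 from limma). The 1 higher locus of the list as first written was LOC_Os01g63200, a laccase precursor, also picked out after the values were seen. It was at 13.1 ± 1.39 FPKM in the WT, 19.1 ± 0.417 FPKM in OE15 and 19.0 ± 0.540 FPKM in OE20, with log2 fold changes of 0.54 in both lines (standard error 0.077, adjusted p = 0.00339 and 0.00627). Another 2 dirigent loci lie near LOC_Os10g18870, and reads shared between such copies were not separated here. The xylanase inhibitors and the glycine-rich proteins are likewise neighbouring loci. The exact tests count each locus as independent, so where such copies change together their p-values are too small.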

Transcriptome data showed that *OsMYB305* overexpression repressed the genes associated with lignocellulose biosynthesis (Table 1). *OsCESA4*, *OsCESA7*, *OsCESA9*, *OsBC1*, and *OsGH9A3* play central roles in cellulose biosynthesis (Li et al., 2003; Tanaka et al., 2003; Zhang et al., 2009; Kotake et al., 2011; Xie et al., 2013; Wang et al., 2016; Li F. C. et al., 2017). These genes are conservatively controlled by the MYB transcription factors. OsMYB48/20, OsMYB58/63, OsMYB55/61 and OsMYB103/103L act as positive regulators (Huang et al., 2015; Noda et al., 2015; Ye et al., 2015; Rao and Dixon, 2018; Ye et al., 2018). On the other hand, the AtMYB4-clade protein homolog OsMYB31 functions as a negative regulator (Fornalé et al., 2010; Agarwal et al., 2016). Here, the expression of *OsCESA4*, *OsCESA7*, *OsCESA9*, *OsBC1*, *OsGH9A3*, and *OsMYB48* was down-regulated in the roots of the *OsMYB305-*OE lines. In contrast, the expression of *OsMYB31* was up-regulated (Figure 6). *OsCCR1*, *OsCCoAOMT*, and *OsLAC10* encoding enzymes involved in lignin biosynthesis were also down-regulated (Figure 6). A cell wall component analysis revealed that in comparison to the WT, the cellulose concentrations were significantly reduced in the *OsMYB305*-OE lines (Figures 7A,B). However, the hemicellulose and lignin concentrations in the *OsMYB305*-OE lines did not differ from those of the WT (Supplementary Figure S11). Overall, *OsMYB305* overexpression inhibited cellulose biosynthesis.

Secondary cell wall (structural carbohydrate) formation is associated with numerous biological processes and determined by the sugar levels in plants (Rao and Dixon, 2018). High nitrogen fertilizer levels down-regulated the expression of lignin biosynthesis genes in rice and decreased their shoot cellulose and lignin content (Zhang et al., 2017). OsGLU3 is a putative membrane-bound endo-1,4-β-glucanase. It regulates nitrogen and phosphate starvation-induced root elongation. Its loss-of-function mutant presented with shorter roots and lower cellulose content under low nitrogen or phosphate conditions compared with the WT (Zhang et al., 2012a, b). *OsUGE-1* encodes a UDP-glucose-4-epimerase and responds to exogenous N supply. Its overexpressing plants display relatively high sucrose concentrations and low cellulose content under N-limited condition (Guevara et al., 2014). Thus, there is a close relationship between N assimilation and secondary cell wall biosynthesis. However, the molecular mechanisms remain unclear. Here, we showed that *OsMYB305* overexpression enhanced N uptake and inhibited cellulose biosynthesis. Our findings confirmed the association between N assimilation and secondary cell wall formation and OsMYB305 may coordinate these processes.

### *OsMYB305* Overexpression Altered Carbohydrate Metabolism

In plants, N assimilation and C metabolism are closely linked biological processes. Inorganic nitrogen assimilation requires carbon skeletons derived from glycolysis and the TCA cycle. Thus, carbon metabolism must be regulated to meet carbon and energy needs under various N conditions. On the other hand, photosynthetic products affect the expression of genes regulating nitrogen uptake and assimilation (Sun et al., 2013; Rubio-Asensio and Bloom, 2017). Sucrose and glucose activate the nitrogen transport systems in *Arabidopsis* roots by up-regulating the expression of *NRT2* and *AMT1* genes (Lejay et al., 2003). Up-regulated expression of *AtNRT2.1* stimulated by glucose depends on hexokinase (HXK) activity and pentose phosphate pathway (PPP) metabolism (Lejay et al., 2008; Bussell et al., 2013; de Jong et al., 2014). Overexpression of the hexose transporter *STP13* increased the endogenous sucrose content, up-regulated *NRT2.2* expression, and enhanced nitrate uptake in *Arabidopsis* under low-N condition (Schofield et al., 2009). In rice, exogenous sucrose supplementation increased the accumulation of *OsNRT2.1*, *OsNRT2.2*, *OsNRT2.3*, and *OsNAR2.1* transcripts (Feng et al., 2011). These results suggest a conserved molecular mechanism underlying the increase in nitrate uptake promoted by C metabolites. In this study, *OsMYB305* overexpression increased the soluble sugar (sucrose and glucose) concentrations in rice roots (Figure 7C and Supplementary Figures S13E,F). The expression of *OsNRT2.1*, *OsNRT2.2*, *OsNAR2.1*, and *OsNIR2* was markedly up-regulated (Figures 4A–D) and nitrogen uptake was enhanced under low-N condition (Figures 4E,F).

Metabolites in glycolysis and the tricarboxylic acid cycle (TCA) were significantly altered in the roots of the *OsMYB305*-OE lines (Table 2). NADH-GOGAT, Pyr-K, and G6PDH participating in N assimilation, the TCA cycle, and the pentose phosphate pathway (OPPP) were increased in the roots of the *OsMYB305*-OE lines (Figure 8). In heterotrophic plastids, OPPP generates NADPH which reduces ferredoxin as the electron donor for nitrite reductase (NiR) (Noctor and Foyer, 1998; Masakapalli et al., 2013). In the roots of the *OsMYB305*-OE lines, the NADPH/NADP^+^ ratio increased by 3–6 × (Table 2). Glycolysis and TCA are basic processes in C metabolism and furnish C skeletons and chemical energy for ammonium assimilation. Enhanced ammonium assimilation usually results in comparatively higher amino acid and protein levels (Fang et al., 2013; Sato and Yanagisawa, 2014; Bao et al., 2015; Chen et al., 2017). Relative to the WT, the total N and free amino acid concentrations were significantly increased in the *OsMYB305*-OE lines under low-nitrogen condition (Supplementary Figures S5C–H). The present study corroborates previous reports by disclosing that increased C availability and enhanced C metabolism improve nitrogen uptake and assimilation in rice.

### *OsMYB305* Is an Attractive Candidate for Improving NUE in Rice

Here, we demonstrated that compared with the WT, transgenic plants overexpressing *OsMYB305* exhibited relatively greater tiller number, shoot dry weight, total N concentration and nitrogen influx rate under low-N condition. Thus, *OsMYB305* is a potential target for NUE improvement in rice. However, these results were derived from hydroponic culture in a greenhouse maintaining a constant and stable growth environment for the rice. In the future, the effects of *OsMYB305* overexpression on rice NUE should also be evaluated in field trials. We showed that *OsMYB305* encoded a transcription activator (Figures 2B–D) and *OsMYB305* overexpression extensively altered the gene expression levels in rice roots (Supplementary Figures S8A,B). 

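In OE15, 1134 of the 20627 loci tested (5.50%) were differentially expressed against the WT, and in OE20, 641 (3.11%). Across genes, the Pearson correlation of the log2 fold changes of the 2 lines was 0.643 and Spearman's rho was 0.547. Genes are not independent replicates, and both lines were set against the same WT libraries. With a different WT library for each line the Pearson correlation was 0.449 or 0.468. Among the genes that changed in both lines, the median size of the log2 fold change was 1.06 in OE15 and 0.93 in OE20, and 51 changed more than 4-fold in both lines. Tested directly with limma, 425 genes differed between the 2 lines at an adjusted p under 0.05 and above 1.5-fold, of which 178 were lower and 247 were higher in OE15. The larger side turned when the limit on the fold change was dropped, with 1263 genes lower and 1124 higher in OE15. Under quantile normalization the higher side stayed the larger, but by less, with 209 lower and 225 higher.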

In this study, we did not identify the genes that are direct targets of OsMYB305. For this reason, a vital future research objective is the elucidation of the OsMYB305 transcriptional regulatory network. Based on the present results, we concluded that the repression of cellulose synthesis increased non-structural carbohydrate (sucrose and glucose) production and content, enhanced carbon metabolism and, by extension, stimulated nitrogen uptake and assimilation. The present study proposes an innovative strategy for the improvement of nitrogen uptake in rice by reducing carbohydrate flux toward cell wall biosynthesis. Future research should also endeavor to determine whether this mechanism is common in various crops.

## Data Availability Statement

All datasets generated for this study are included in the article/Supplementary Material. The raw data of transcriptome can be found in GEO database (GSE145579).

## Author Contributions

XL and DW: experimental design. DW, TX, ZY, HG, and LL: experiments. DW: data analysis. XL, DW, and MY: manuscript preparation. XL and HC: supervision, funding, and reagents.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Overexpression of OsMYB305 in Rice Enhances the Nitrogen Uptake Under Low-Nitrogen Condition
**Source:** Front Plant Sci. 2020 Apr 15;11:369. doi: 10.3389/fpls.2020.00369
**Supplement:** Supplementary file 1

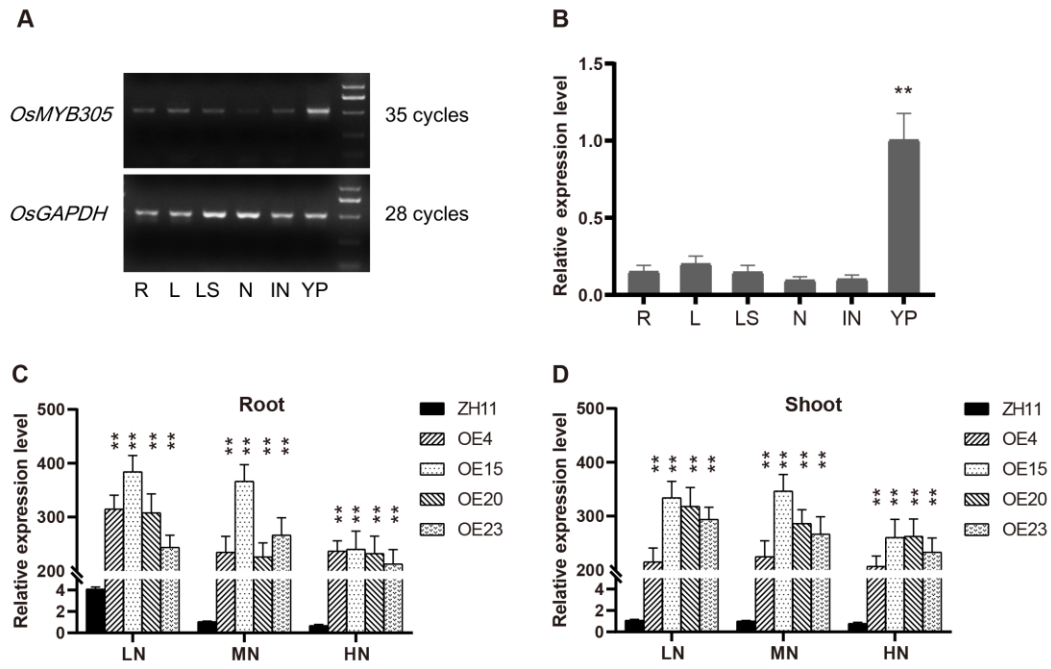

**Figure S1.** The expression level of *OsMYB305* in various tissues and transcriptional examination of *OsMYB305*-OE lines (OE4, OE15, OE20, OE23). (**A**, **B**) The expression of *OsMYB305* in various tissues were measured using RT-PCR and realtime q-PCR. (**C**, **D**) The expression level of *OsMYB305* in the roots and shoots of *OsMYB305*-OE lines and WT (ZH11). R: root; L: leaves; LS: leaf sheath; N: node; IN: internode; YP: young panicle. Data were means  $\pm$  SD of 3 biological replications. Statistical significance was determined by Student's *t*-test (\*\* $P < 0.01$ ).

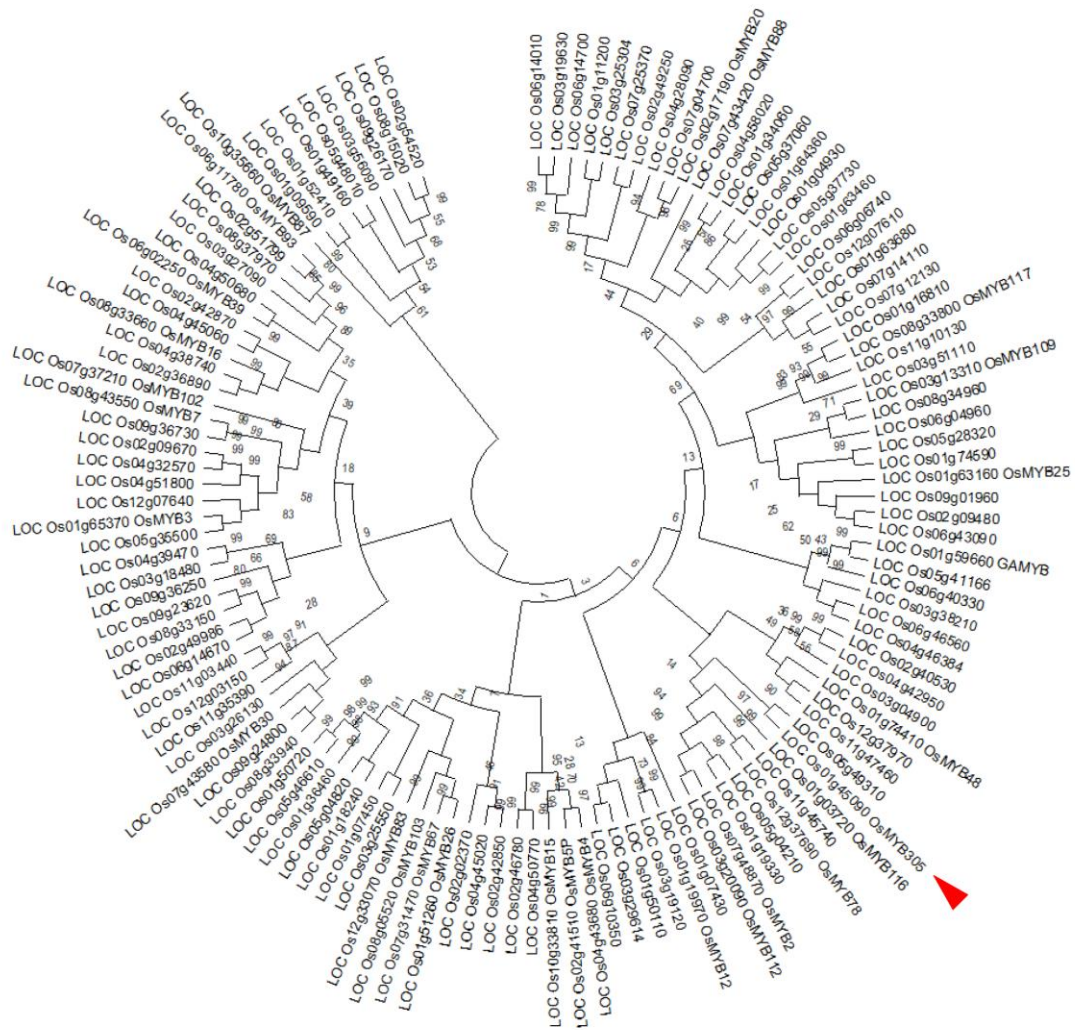

**Figure S2.** Phylogenetic analysis of the R2R3-MYB transcription factor family in rice. The protein sequences of 125 R2R3-MYB transcription factors were download from the article (Zhao et al., 2014). The red arrow directed OsMYB305.

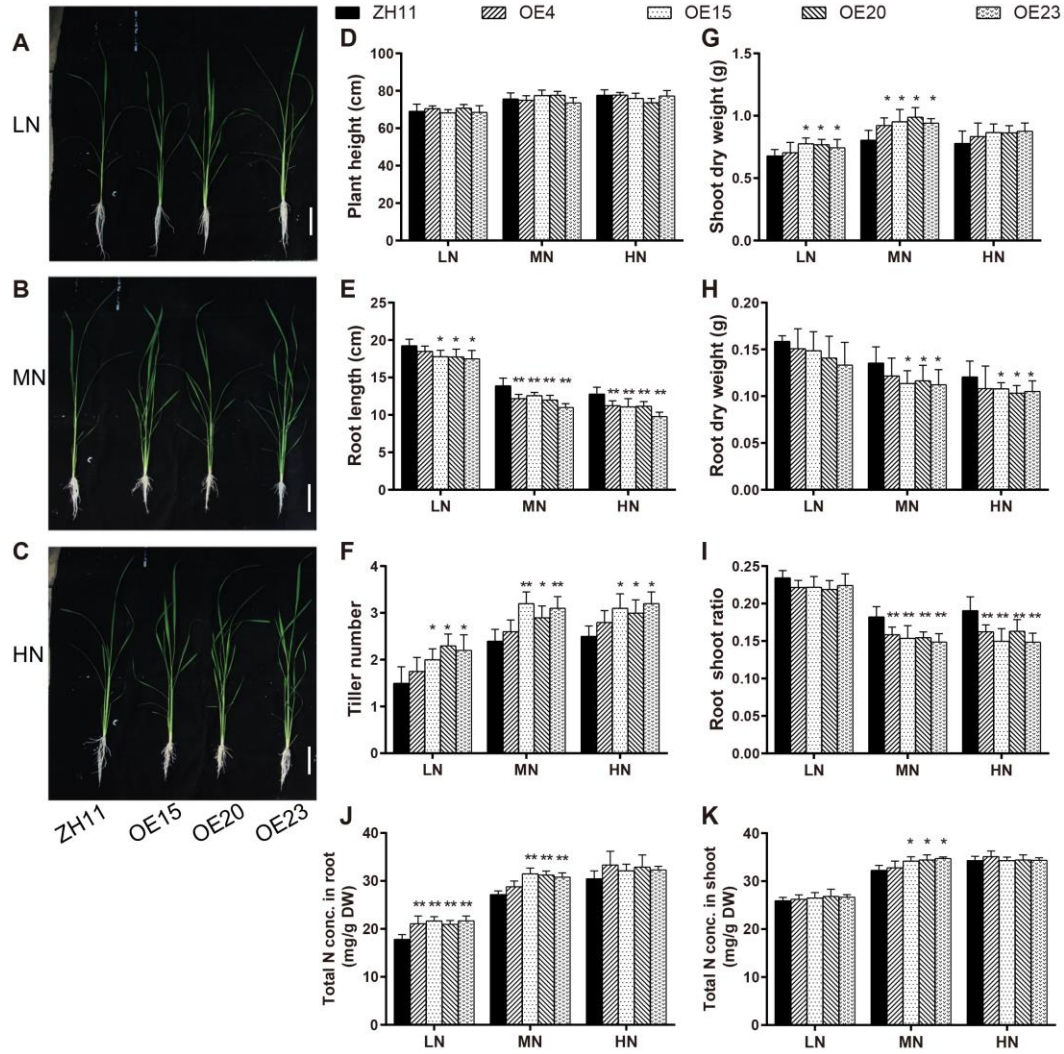

**Figure S3.** Phenotypic statistics and N concentrations measurement of the *OsMYB305*-OE lines (OE4, OE15, OE20, OE23) and WT (ZH11) under various N supplies. (A-C) The photographs of *OsMYB305*-OE lines and WT growing in hydroponic culture for 2 weeks. LN: 0.288 mM  $\text{NH}_4\text{NO}_3$ ; MN: 0.72 mM  $\text{NH}_4\text{NO}_3$ ; HN: 1.44 mM  $\text{NH}_4\text{NO}_3$ . (D-I) Statistics of the growth parameters. (J, K) Total N concentrations in roots and shoots of the *OsMYB305*-OE lines and WT. Scale bars represent 10 cm. Data were means  $\pm$  SD of 6 biological replicates. Statistical significance was determined by Student's *t*-test (\* $P < 0.05$ , \*\* $P < 0.01$ ).

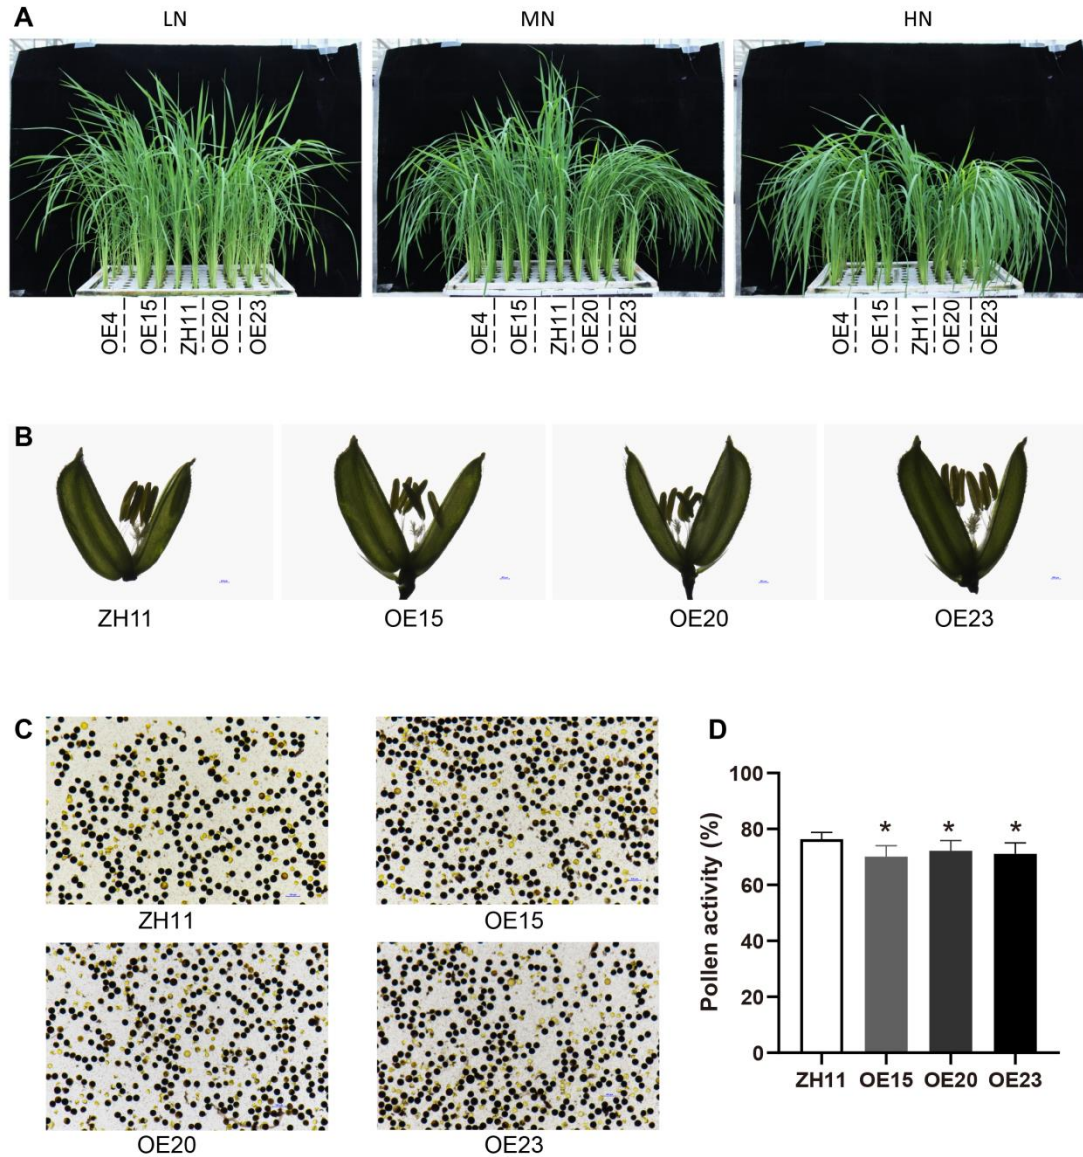

**Figure S4.** Phenotypes on leaves and spikelet of the *OsMYB305*-OE lines (OE4, OE15, OE20, OE23) and WT (ZH11). **(A)** The phenotypes on leaves of the *OsMYB305*-OE lines and WT under various N treatments. **(B)** Phenotypes on the spikelet of *OsMYB305*-OE lines and WT. **(C)** Photographs of the pollen grains dying by iodine. **(D)** The statistics of pollen activities. Data were means  $\pm$  SD of 10 biological replicates. Statistical significance was determined by Student's *t*-test (\* $P < 0.05$ ).

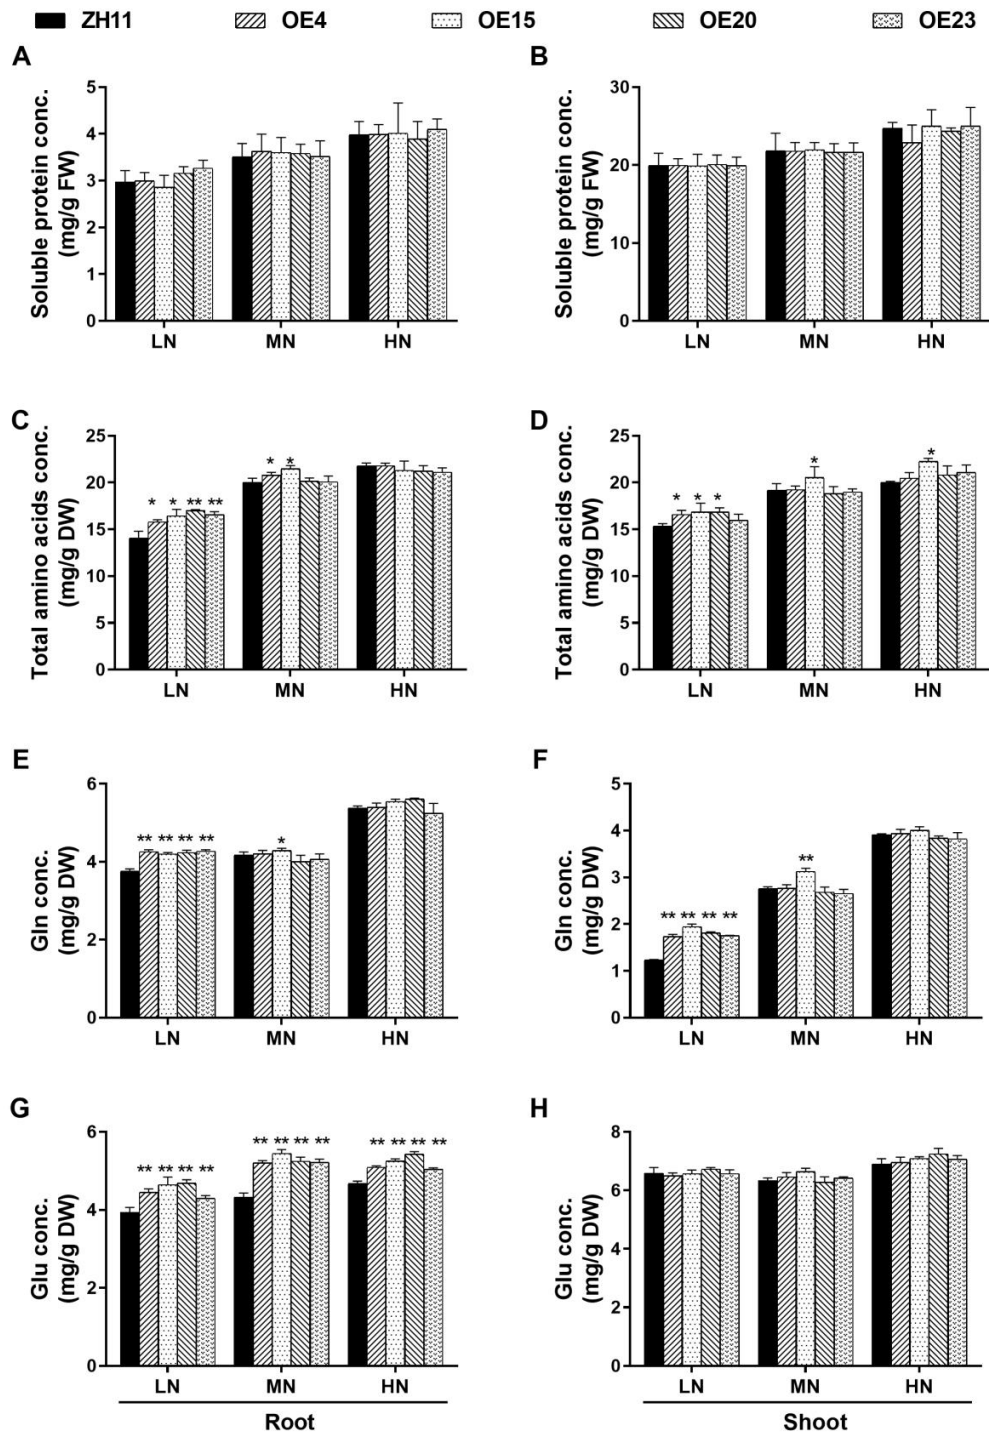

**Figure S5.** The concentrations of N compounds in *OsMYB305*-OE lines (OE4, OE15, OE20, OE23) and WT (ZH11). (A, B) Soluble protein concentrations in the roots and shoots. (C, D) Total free amino acids concentrations in the roots and shoots. (E, F) Free Gln concentrations in the roots and shoots. (G, H) Free Glu concentrations in the roots and shoots. Conc.: concentrations. Data were means  $\pm$  SD of 3 biological replicates. Statistical significance was determined by Student's *t*-test (\*  $P < 0.05$ , \*\*  $P < 0.01$ ).

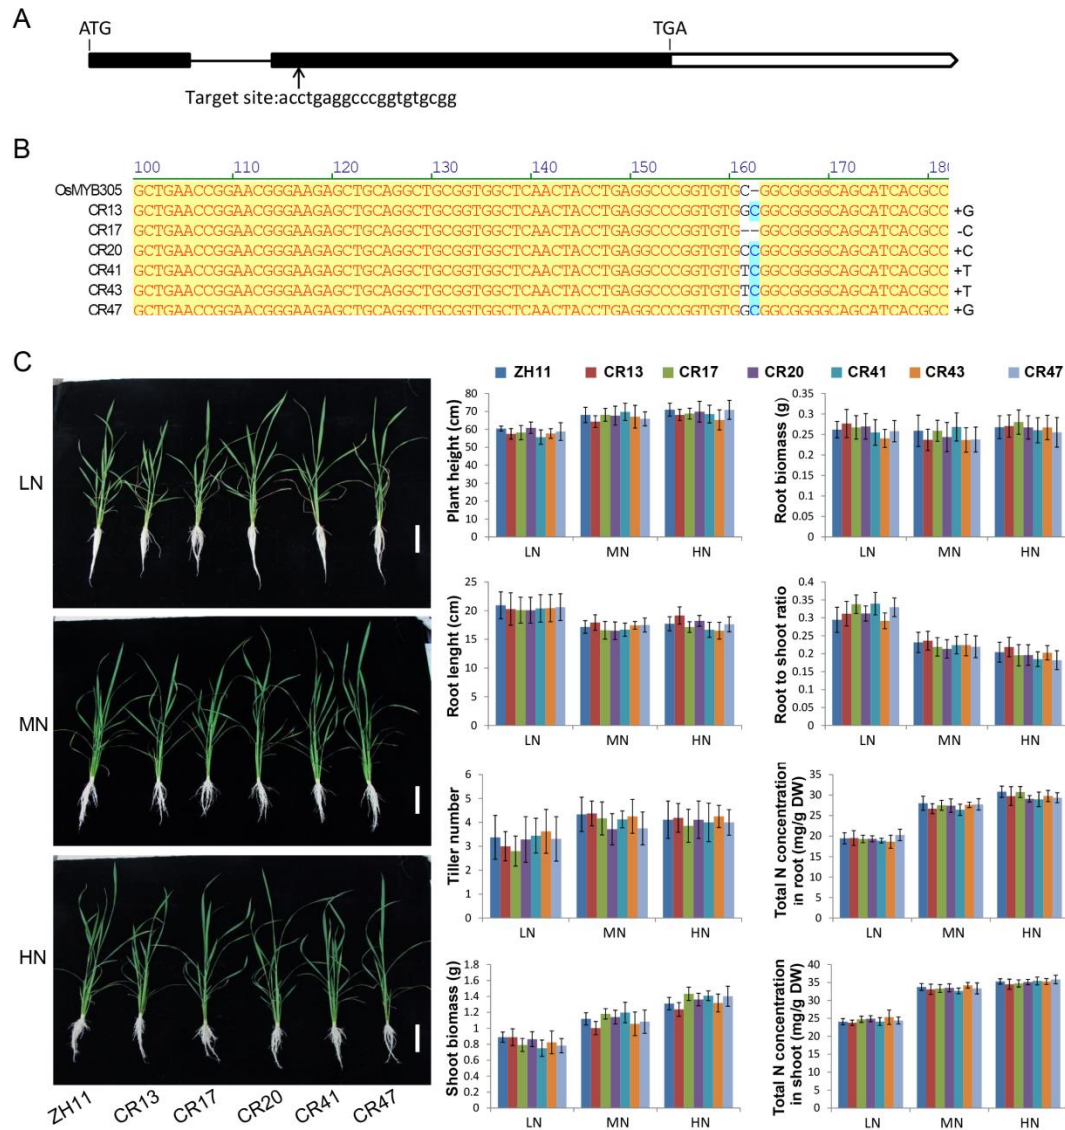

**Figure S6.** The phenotypes of *OsMYB305* mutants. (A) The schematic of the design for *OsMYB305* CRISPR mutants. (B) Identification of the *OsMYB305* CRISPR mutants (CR13, CR17, CR20, CR41, CR43, CR47) using DNA sequencing. (C) The phenotypes of *OsMYB305* mutant lines grown under various nitrogen supplies and statistics analysis of the performances. Data were means  $\pm$  SD of 6 biological replicates. Statistical significance was determined using Student's *t*-test.

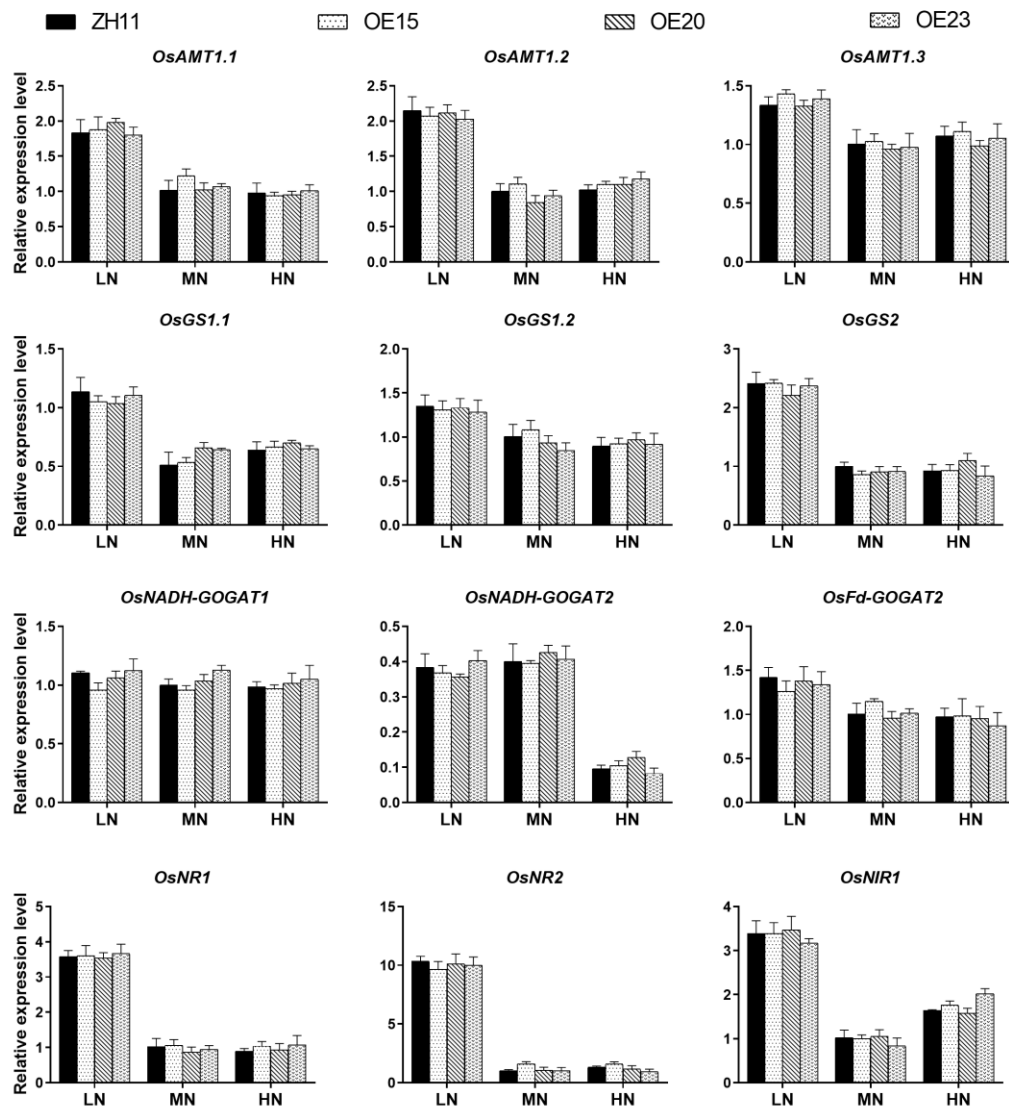

**Figure S7.** The expression level of genes associated with N uptake and assimilation in the roots of *OsMYB305*-OE lines (OE15, OE20, OE23) and WT (ZH11). Values were means  $\pm$  SD of 3 biological replications. Statistical significance was determined using Student's *t*-test.

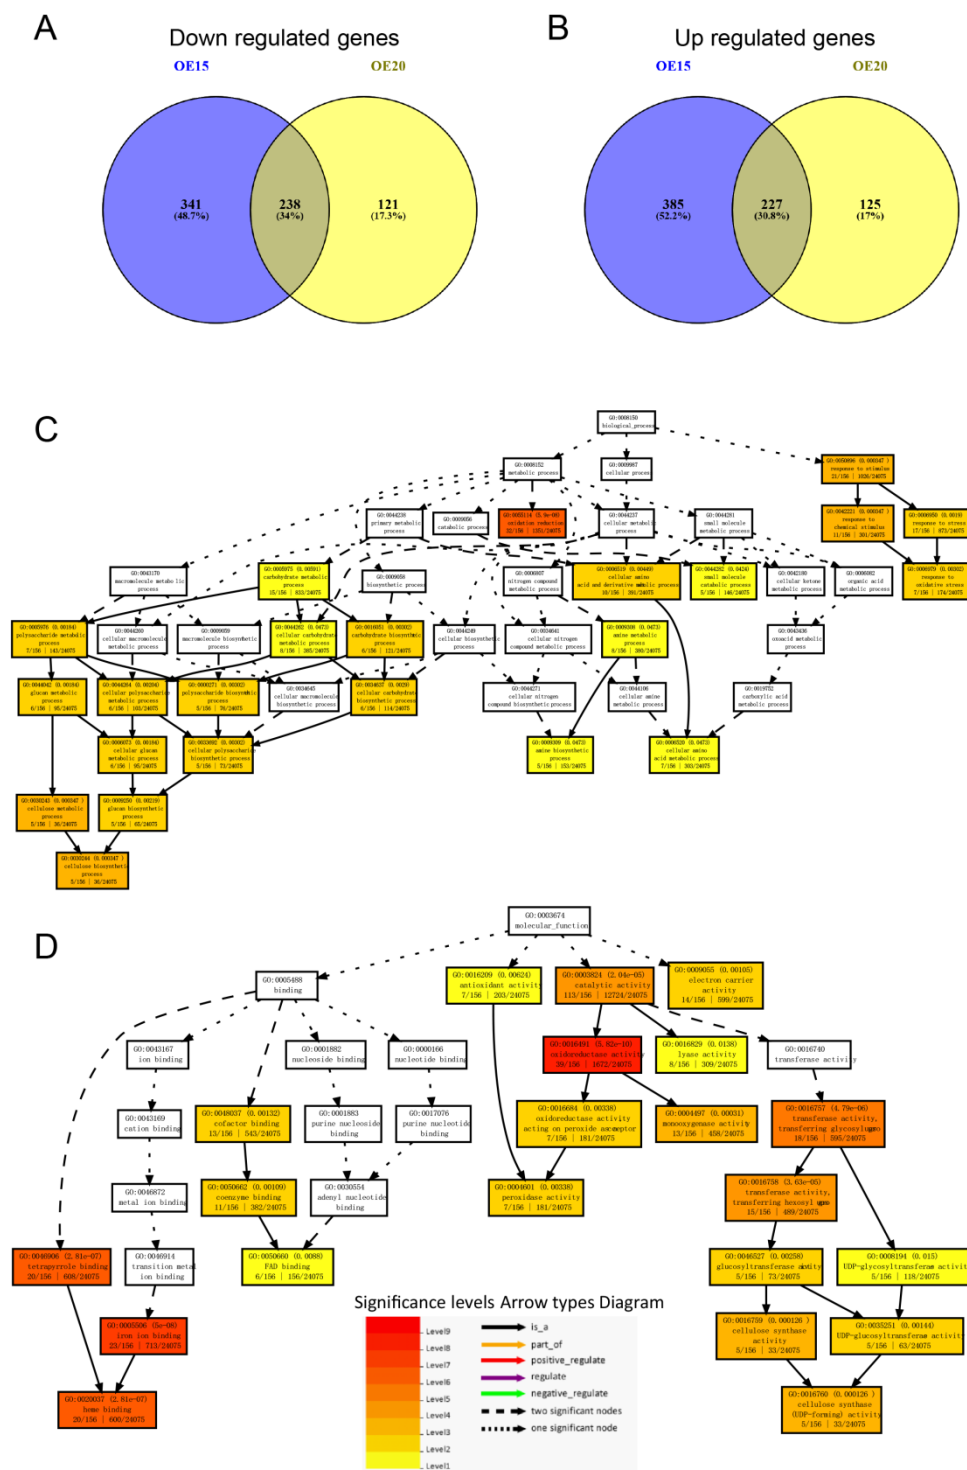

**Figure S8.** Transcriptome analysis using the roots of *OsMYB305*-OE lines growing under low N condition. **(A, B)** The number of the differential expression genes in the roots of OE15 and OE20. **(C, D)** The GO enrichment analysis of the down-regulated genes. The GO analysis was performed on the website (<http://systemsbiology.cau.edu.cn/agriGOv2/>). **(C)** The GO terms significantly enriched in “biological process”. **(D)** The GO terms significantly enriched in “molecular function”.

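A count of differentially expressed genes for each line includes genes that pass the limits in that line alone. With limma and the limit of 1.5-fold, 309 genes were lower and 383 were higher in OE15 alone, and 112 were lower and 87 were higher in OE20 alone. A gene counted in one line alone was not thereby shown to differ between the lines. Of the 692 genes counted in OE15 alone, 623 (90.0%) had the same direction in OE20, and 178 differed between the lines in the direct test (limma, adjusted p under 0.05 and above 1.5-fold). Of the 199 genes counted in OE20 alone, 161 (80.9%) had the same direction in OE15, and 68 differed between the lines. Both lines were set against the same WT libraries, which by itself favours the same direction in both. The size of that effect was not computed, so the 90.0% and 80.9% do not by themselves show a shared response.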

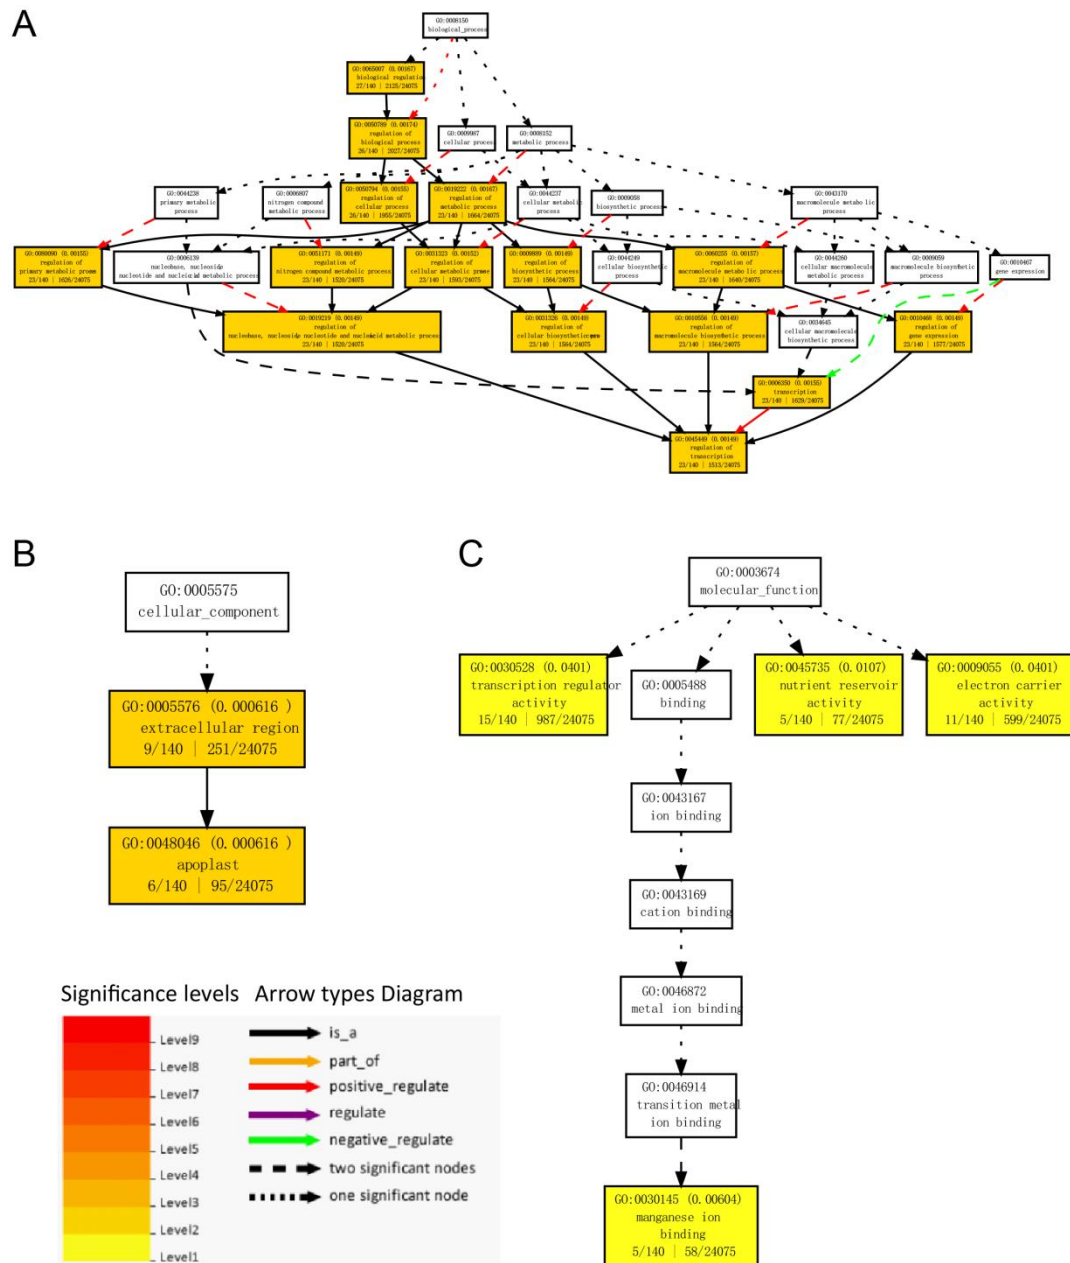

**Figure S9.** The GO enrichment analysis of the up-regulated genes. **(A)** The GO terms significantly enriched on the “biological process”. **(B)** The GO terms significantly enriched on the “cellular component”. **(C)** The GO terms significantly enriched on the “molecular function”.

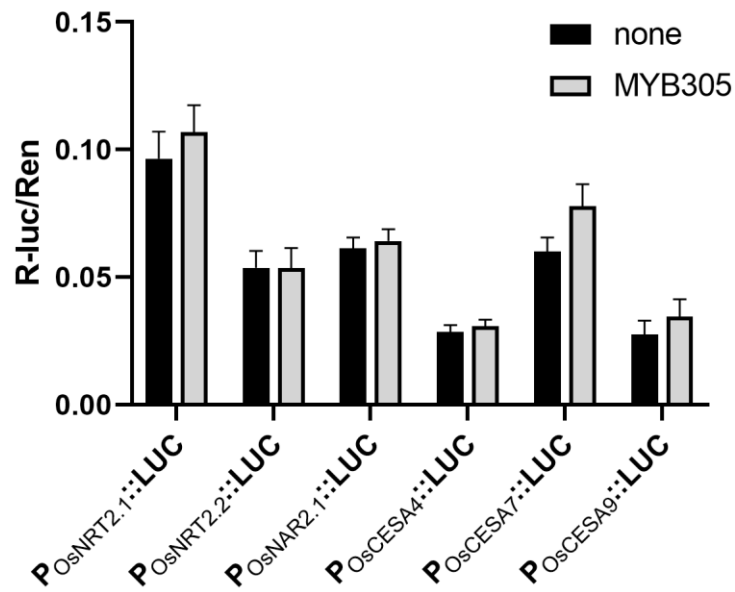

**Figure S10.** The effects of OsMYB305 on the expression of the DEGs via dual-luciferase reporter assay. The reporters were constructed using the 2 kb fragments of the promoters of the differentially expressed genes. None: empty vector of the effector. The reporter containing Renilla luciferase was used as internal reference. Values were means  $\pm$  SD of 3 biological replications. Statistical significance was determined using Student's *t*-test.

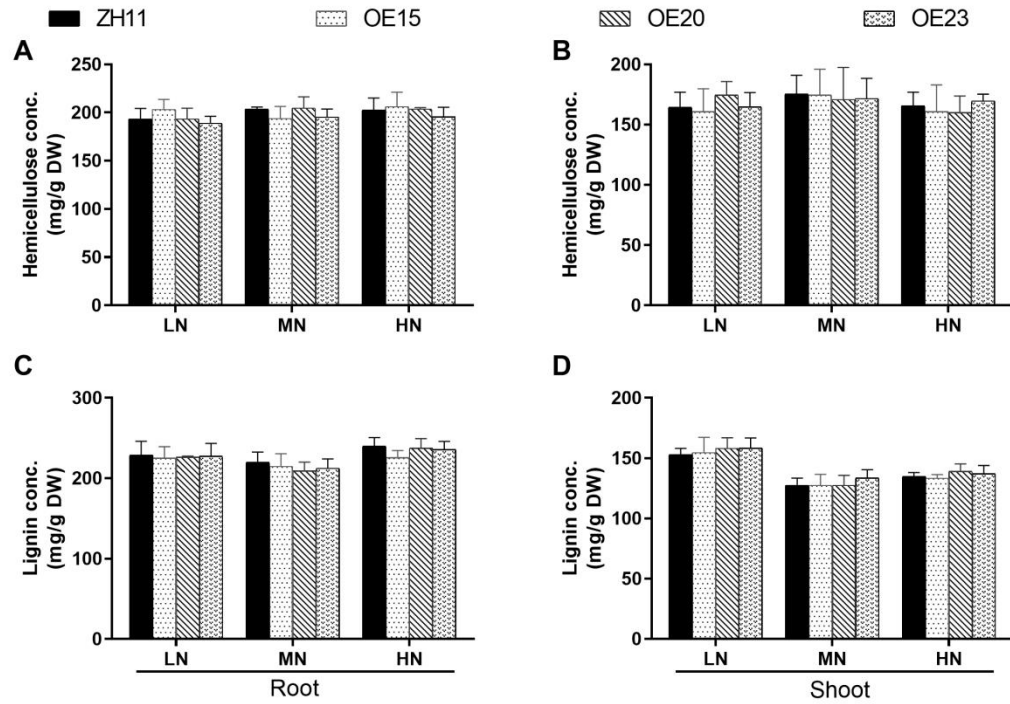

**Figure S11.** The hemicellulose and lignin concentrations in *OsMYB305*-OE lines (OE15, OE20, OE23) and WT (ZH11). **(A, B)** The hemicellulose concentrations in the roots and shoots. **(C, D)** The Acetyl-bromine lignin concentrations in the roots and shoots. Conc.: concentrations. Values were means  $\pm$  SD from 3 biological replications. Statistical significance was determined using Student's *t*-test.

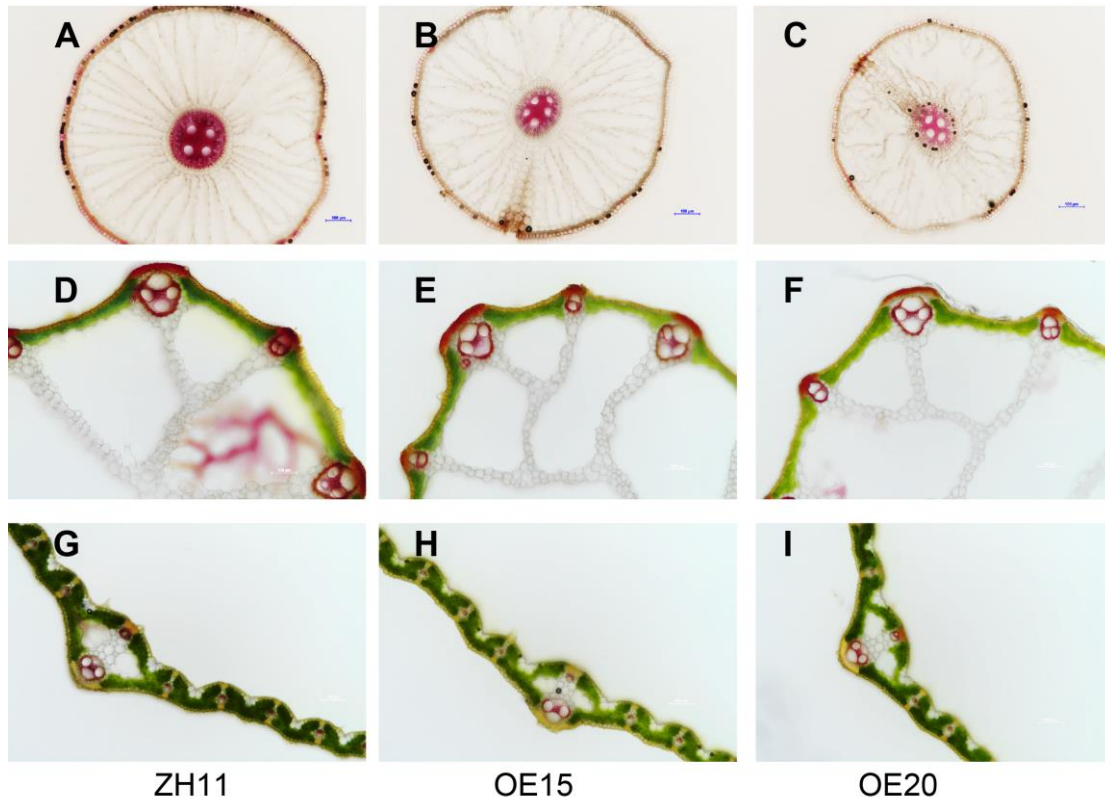

**Figure S12.** Phloroglucinol dyeing of the freehand sections from various organs in *OsMYB305*-OE lines (OE15, OE20) and WT (ZH11). (A-C) Sections of mature roots. (D-F) Sections of leaf sheaths. (G-I) Sections of leaf blades.

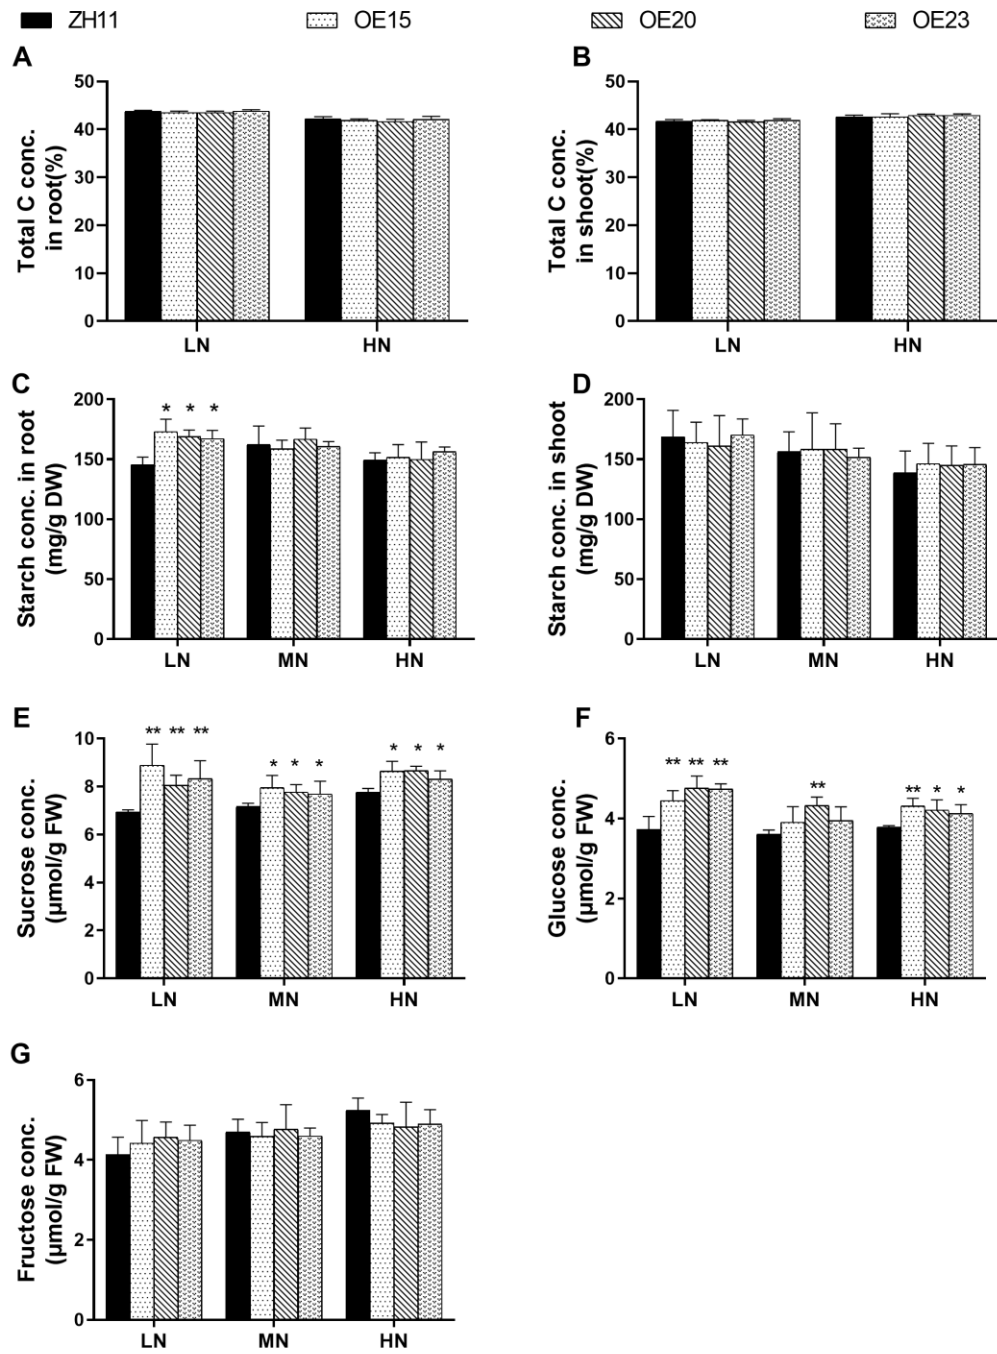

**Figure S13.** The concentrations of total C and partial C compounds in *OsMYB305*-OE lines (OE15, OE20, OE23) and WT (ZH11). (A, B) The total C contents in the roots and shoots. (C, D) The starch concentrations in the roots and shoots. (E-G) The concentrations of sucrose, glucose and fructose in the roots of *OsMYB305*-OE lines. Conc.: concentrations. Values were means  $\pm$  SD from 3 biological replications. Statistical significance was determined using Student's *t*-test (\*  $P < 0.05$ , \*\*  $P < 0.01$ ).

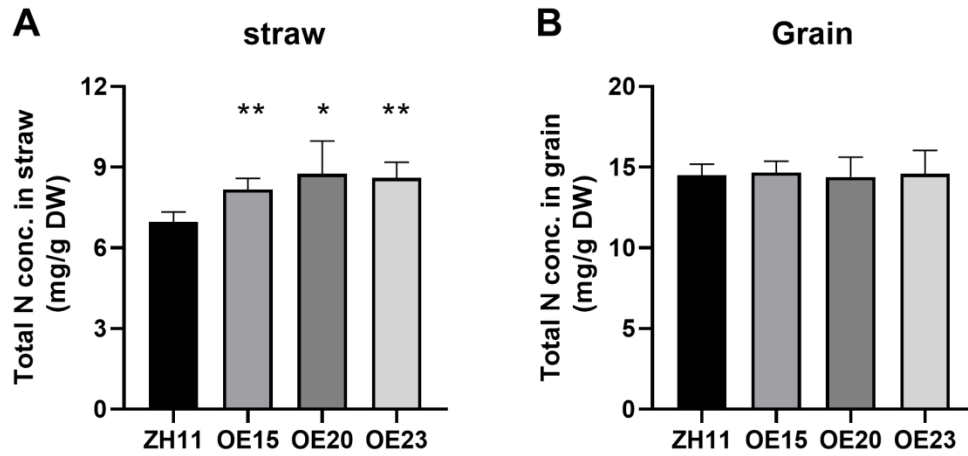

**Figure S14.** The total N concentrations in straws and grains of *OsMYB305*-OE lines (OE15, OE20, OE23) and WT (ZH11). **(A)** The total N concentrations in the straws. **(B)** The total N concentrations in the grains. The *OsMYB305*-OE lines and WT were planted in the field, supplying with N (urea) 250 kg/hm<sup>2</sup>. Values were means  $\pm$  SD from 10 biological replications. Statistical significance was determined using Student's *t*-test (\*  $P < 0.05$ , \*\*  $P < 0.01$ ).

How the deposited data were processed for this re-analysis (not part of the article)

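Gene expression was measured by RNA-seq in the roots of the WT, OE15 and OE20 under low N (0.288 mM NH_4_NO_3_), with 2 libraries per genotype. According to the series text, the authors checked the reads with FastQC 0.11.8, trimmed them with Trimmomatic 0.38, mapped them with HISAT2 2.1.0 and used Cufflinks 2.2. The values the authors deposited are FPKM, one value per locus and library, which are already divided by transcript length and by the number of mapped fragments. The genome build, the annotation release, the treatment of reads that map to several loci and the strand setting are not stated, so near-identical copies of a gene, overlapping genes and antisense genes are reported with that limit. Locus names are those of MSU. The reference gene list given for this work (assembly ASM3414082v1) does not pair MSU names with symbols, so gene names were taken from Table 1 and Supplementary Tables S1 and S2 of the paper, and no coordinates are printed.

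From the deposited FPKM, 4 locus names that occurred more than once were left out, and 55982 loci were kept. Loci with a mean of at least 1 FPKM over the 6 libraries were tested, 20627 in all. The test was limma 3.58.1 in R 4.3.3 on log2(FPKM + 0.1), with empirical Bayes moderation and a trend on mean expression, in one fit of the 3 genotypes with 3 residual degrees of freedom. Contrasts were OE15 against WT, OE20 against WT and OE15 against OE20, each with Benjamini-Hochberg adjustment over the loci tested. A gene counted as differentially expressed at an adjusted p under 0.05 and a change above 1.5-fold. Every adjusted p for a gene is from limma. Groups of 2 libraries give a weak estimate of the spread, and limma draws on all loci for it. The limma fit, the limits, the rule for named genes and the alternatives listed here were set before the data were examined.

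The test was checked on simulated data with the means and residual spreads of the real loci. Of 200 loci changed by 1 on the log2 scale in both lines, 141 (70.5%) were called in both lines in the right direction, and 1 unchanged locus was called in both lines. Taking each line alone, 3 unchanged loci were called in OE15 and 4 in OE20. The noise was drawn independently for each locus and library, so variation that loci share is absent from the simulation. Changes nearer to 1.5-fold were not simulated. The share recovered and the number of false calls may therefore differ in the real libraries. The test for neighbouring genes was also checked on simulated data. A set of 400 loci with 40 planted adjacent pairs had 90 loci with a neighbour in the set against 18.7 on average in random sets, and a set with none planted had 20 against 19.1.

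FPKM holds no read totals, so no confidence interval from counting is given. The relative depth of the libraries was read from the steps between the lowest values of 961 loci that were above 0 in every library and below 0.1 FPKM, and it ran from 0.982 to 1.36 of WT replicate 1. A value of exactly 0 can be a failed estimate in FPKM files, so a locus is called listed at 0 and each library is given. The replicate numbers come from the sample labels, and nothing in the paper pairs them across genotypes.

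The genes named in the text are *OsMYB305*, the 12 genes of Table 1, the nitrogen genes and *OsMYB48* of Supplementary Table S1, the 5 largest rises and 5 largest falls (mean of the lines) among genes changed in both lines with all OE libraries on one side of the WT libraries, of which unnamed loci beyond 2 in each direction are not printed, and any changed gene within 5 listed loci of *OsMYB305*. Genes picked out after their values were seen are marked as such. Word lists for gene classes were written after the annotations of Supplementary Table S2 had been read, and those for dirigent and glycine-rich cell wall proteins after the values were seen. They were tested with Fisher's exact test between the lower and the higher listed loci, with Benjamini-Hochberg adjustment over 10 lists. That test counts each locus as independent, which neighbouring copies of a gene may not be. Neighbours were counted as genes of the same direction within 5 loci in the order of the MSU names, against 10000 random sets of tested loci matched on mean expression.

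The alternatives were a pseudocount of 1 or 0.01, no minimum or a minimum mean of 5 FPKM, quantile normalization, median-ratio scaling, the replicate number as a block, separate fits for each line, no trend, no limit on the fold change, an adjusted p under 0.01, the ratio of group means of FPKM, the 4 OE libraries together against the WT, a different WT library for each line, neighbours within 10 loci, and each library left out in turn. Other words in 2 of the word lists were tried after the values were seen. Tests that need read counts were not run, because the values are not counts. GO enrichment was not repeated, because the GO annotation was not used here. The q-PCR, luciferase, N and cell wall measurements were not analysed here.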

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

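Of the tests given here, that of depth, that of independent failures and the binomial form of the test of failed estimates were chosen only after the result was seen.

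A signal stood out in loci the paper does not discuss. In total, 8 loci were listed at 0 in both WT libraries and at 1 FPKM or more in all 4 OE libraries, and none of them is in Supplementary Table S2. The highest were LOC_Os03g02470, at 38.8 and 39.0 FPKM in OE15 and 244 and 244 FPKM in OE20, and LOC_Os03g43100, at 22.1, 23.7, 22.4 and 24.2 FPKM in the same order. A lower depth of the WT libraries was tested and was not seen, since WT replicate 2 was the deepest library at 1.36 times WT replicate 1. Failed estimates in single libraries would also list a locus at 0. Loci at 0 in both libraries of OE15 alone (4) or of OE20 alone (3), and at 1 FPKM or more in the other libraries, were fewer, but a share as large as that of the WT had p = 0.0882 by a one-sided exact binomial test. Failures that strike each library independently do not account for the 8 loci: of the 19740 loci at 1 FPKM or more in all OE libraries, 7 were at 0 in one WT library and at 1 FPKM or more in the other, and at these rates 0.000304 loci would be at 0 in both. Failed estimates that recur at a locus in both libraries of a genotype were not ruled out by the binomial test. A difference in the genome or the seed stock between the WT and the transgenic lines was not tested.

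Differentially expressed in both lines here but not in Supplementary Table S2 were 123 genes, 52 lower and 71 higher. They include *OsMYB305* and, apart from LOC_Os02g15350, the 8 loci listed at 0 in both WT libraries that are described above. Together with the 312 genes that are listed, these 123 genes make up the 435 genes shared by the lines. As an explanation for these 435, other groupings of the libraries were tested. Of the 15 ways to set 2 libraries against 4, the real one gave 534 differentially expressed genes, and only 1 of the 15, the real one, gave as many. The same held among the 9 ways that, like the real one, do not set same-numbered libraries against the rest. The 2 OE15 libraries against the rest gave 213, the 2 OE20 libraries against the rest gave 35, and the 12 groupings that joined libraries of different genotypes gave 0 to 2, with 306 to 758 genes at an unadjusted p under 0.05. In those 12 groupings the differences between genotypes entered the residual spread, which lowers the counts. Their low counts therefore do not measure what chance alone would give. With 15 groupings the share cannot fall under 0.05, so a difference that falls by chance between the WT libraries and the others cannot be told apart by this count. Noise in the WT libraries that both lines share was tested with a different WT library for each line. The correlation of the lines across genes was then 0.449 at the lowest, against 0.643, and so stayed above the limit of 0.5 of that value set for this test. Single WT libraries are also noisier than their mean, and the part that shared noise has in the fall was not measured. Under median-ratio scaling 96.1% of the 435 genes were called again. That scaling moved the median log2 fold change only from 0.023 to 0.0021 in OE15 and from 0.016 to 0.0014 in OE20. Shifts of this size can undo few changes above 1.5-fold, so the test is weak. A shift of a whole library moves all its genes one way, whereas 223 of the 435 genes were lower and 212 were higher. Such a shift alone therefore does not account for the 435 genes. GC content and gene length were not tested. An effect of the overexpression may lie behind the shared genes, as a hypothesis, but effects of the transformation itself were not tested either.

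The lines also differed from each other. In the direct test of OE15 against OE20, 425 genes were differentially expressed. In a fit of the 4 OE libraries alone, only 1 of the 3 ways to split them into 2 and 2, the split by line, gave as many genes (423). The other splits gave 0 each, with 228 and 250 genes at an unadjusted p under 0.05 against 5679 for the split by line. In these other splits the difference between the lines entered the residual spread, which lowers their counts. With 3 splits the share cannot fall under 0.05 whatever the data, so the count of splits decides nothing, and the difference between the lines rests on the direct limma test. In opposite directions in the 2 lines, both against the WT, were 7 genes. None of these is in Supplementary Table S2. The amount of *OsMYB305* transcript, which was 0.89 higher on the log2 scale in OE15, the place of the insertion and any other difference between the plants of the 2 lines vary together here. A graded response to *OsMYB305* may contribute to differences in size, but with 2 lines this cannot be told apart from the other differences.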

How the results depend on the processing

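The counts of differentially expressed genes stayed within 1.5 times the reported counts under both other pseudocounts, without a minimum on FPKM, under quantile normalization and median-ratio scaling, with separate fits and without a trend. The share of higher genes among those called in both lines was 48.7% and ran from 44.5% to 49.3% under these settings. In OE15 the majority turned with the scaling: 52.8% of its genes were higher as reported, against 48.8% under quantile normalization and 49.3% under median-ratio scaling. Of the 435 genes called in both lines, 330 were called again with a pseudocount of 1, 430 with a pseudocount of 0.01, 282 without a minimum, 412 under quantile normalization, 418 under median-ratio scaling, 393 with separate fits and 350 without a trend. With the 4 OE libraries together against the WT, 263 genes were lower and 271 were higher.

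With a minimum mean of 5 FPKM, which left 14313 loci, 109 genes were lower and 121 higher in both lines, 258 and 328 in OE15, 168 and 168 in OE20, and 233 differed between the lines. Of Supplementary Table S2, 192 genes were then called in both lines, and 27 called genes had a called neighbour. With no limit on the fold change, 753 genes were lower and 831 higher in both lines, 2041 and 2176 in OE15, 1128 and 1321 in OE20, 2387 differed between the lines, and 369 had a called neighbour. At an adjusted p under 0.01, 141 were lower and 133 higher in both lines, 210 and 183 in OE20, 245 differed between the lines, and 32 had a called neighbour. Counted by fold change alone, 326 genes were lower and 321 higher in both lines. With a pseudocount of 1 the higher count was 187. Without a minimum, 997 were lower and 764 higher, and with a minimum of 5 FPKM, 125 and 134. With each library left out in turn the lower count ran from 314 to 401 and the higher count from 304 to 445. The correlation of the lines was 0.643. It was 0.581 without a minimum, and 0.449 and 0.468 with a different WT library for each line. For these changes the cause was not tested. The alternative test for read counts was not run, since the values are not counts.

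With the replicate number as a block, 215 genes were lower and 202 higher in both lines, and 404 of the 435 genes were called again. The deviations of same-numbered libraries from their group means correlated at 0.023, 0.031 and -0.069 between the genotypes, so the numbers do not pair the libraries.

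For the genes named in the text, 49 log2 fold changes were recomputed in 9 other fits. The direction and the side of the threshold held in 421 of 431 values. In OE20, *OsLAC14*, *OsCCR1* and *OsMYB48* lost their adjusted p under 0.05 (limma) without a minimum (0.0838, 0.117 and 0.144), with separate fits (0.0524, 0.0707 and 0.0669) and without a trend (0.0594, 0.0879 and 0.119), which makes 9 values. Over all fits their adjusted p ran from 0.0223 to 0.0838, 0.0288 to 0.117 and 0.0234 to 0.144. *OsNIR2* changed sign. It was -0.022 in OE20 and 0.027 under quantile normalization, and with each library left out it ran from -0.071 to 0.143 in OE15 and from -0.129 to 0.085 in OE20. The ratio of group means moved 5 of 45 values by more than the replicate SD, for *OsMYB305* in both lines (11.60 and 10.71) and for 3 of the largest falls. Genes with a mean under 5 FPKM have no value under that minimum, and genes listed at 0 in the WT have none under the ratio of group means. With 1 library left in a group no adjusted p is given. Of the word lists changed after the values were seen, that for carbohydrates went from an adjusted p of 0.0191 to 0.053 (Fisher's exact test), and that for the cell wall stayed under 0.05. The unknown depth limits what can be said of loci listed at 0 and of genes under 1 FPKM, which were not tested.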

Differences from the paper's values

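The counts of genes lower and higher in both lines differed from the paper's by less than 1.5 times, as did the counts for each line set beside Supplementary Figure S8. For genes named here, 28 log2 fold changes that the paper gives in Table 1 or Supplementary Table S2 were compared. Not every locus named here that Supplementary Table S2 lists was among them. Of the 28 values, 3 differed by more than the replicate SD of the FPKM values, all in OE15. For *OsCSLF8* the paper's value is -0.93, and the value here was -1.26. With a pseudocount of 1 it was -0.96, within the replicate SD of the paper's. None of the other alternatives set before the data were examined that gave a value closed the gap. In OE20 the pseudocount of 1 moved *OsCSLF8* from -0.73 to -0.58, away from the value in the paper's Table 1. That pseudocount therefore does not bring both lines to the paper's values. The paper's Supplementary Table S2 lists the same gene at -1.36 in OE15, and the value here lay within the replicate SD of that one. For *OsCESA4* the paper's value is -0.81, and the value here was -0.79. The difference was within the replicate SD under a pseudocount of 0.01, quantile normalization, median-ratio scaling, the ratio of group means, and without WT replicate 1 or OE15 replicate 2, and exceeded it under the rest. For *OsGH9A3* the paper's value is -0.55, and the value here was -0.52. Median-ratio scaling, with -0.55, was the one alternative that closed the gap. The replicate SD of the last 2 differences was 0.024 and 0.015 on the log2 scale. Of the 24 values that Supplementary Table S2 lists for the genes of Table 1, 2 differed, those of the same 2 genes in OE15 (-0.81 and -0.55 in the paper's table). The same alternatives closed these gaps, and for *OsGH9A3* also the one without WT replicate 2.

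The paper's text gives a fold change above 1.5 as its limit. Of the 462 loci it lists in Supplementary Table S2, 104 have a listed log2 fold change below 0.58, which is 1.5-fold, in at least one line, and 22 in both. Here 120 of the listed loci had an adjusted p under 0.05 in both lines and less than 1.5-fold in at least one. With no limit on the fold change, 432 of the listed loci were called in both lines, 120 more than the 312 reported. Every other setting that called listed loci outside the 312 added 1 to 6 of them: both other pseudocounts, testing all loci above 0, the minimum of 5 FPKM, quantile normalization, median-ratio scaling, the block and the fit without a trend. Taken over all these settings 443 of the 462 listed loci were called at least once, and 19 in none. The table's 237 lower and 225 higher loci compare with 223 and 212 genes here, of which 171 and 141 are in the table.

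The paper reports by q-PCR that *OsMYB48* was down-regulated in the OE lines (Figure 6). In the RNA-seq libraries *OsMYB48* (LOC_Os01g74410) was higher in both lines, with log2 fold changes of 0.75 and 0.45 (adjusted p = 0.00301 and 0.0351 from limma). With each library left out in turn, its log2 fold change ran from 0.59 to 0.91 in OE15 and from 0.29 to 0.61 in OE20. The paper's Supplementary Table S2 also lists *OsMYB48* as higher, at 0.72 and 0.44. The paper reports by q-PCR that *OsNIR2* was up-regulated (Figure 5D). In the RNA-seq libraries *OsNIR2* (LOC_Os01g25484) had log2 fold changes of 0.036 and -0.022 (adjusted p = 0.74 and 0.869). For q-PCR the paper's methods give a harvest at the tillering stage, and its figures include a further OE line. The labels of the RNA-seq libraries give 14 days in MS culture solution. Stage, solution, lines and replicates may thus differ between q-PCR and RNA-seq, and the part these have in the differences was not tested. *OsCSLE6*, which the paper gives as lower in OE20, had an adjusted p of 0.0901 there, between 0.0744 and 0.168 over the other fits, none of which called it. Among the genes of Table 1, *OsCESA4*, *OsCSLE6*, *OsBC1*, *OsGH9A3*, *OsLAC14*, *OsCCR1*, *OsCCoAOMT* and *OsMYB31* did not exceed 1.5-fold in at least one line.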

Other observations

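Of the tests given here, those of the amount of *OsMYB305* transcript, of the noise of the OE15 libraries and of scaling by direction were chosen only after the result was seen.

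The high-affinity nitrate transport genes, which the paper measured by q-PCR, were higher in the RNA-seq libraries. *OsNRT2.1* (LOC_Os02g02170) was at 5.94 ± 0.180 FPKM (SD, n = 2) in the WT, 9.55 ± 0.493 FPKM in OE15 and 7.93 ± 0.248 FPKM in OE20, with log2 fold changes of 0.68 and 0.41 (adjusted p = 0.00115 and 0.0157 from limma). *OsNRT2.2* (LOC_Os02g02190) was at 8.62 ± 0.469, 13.3 ± 0.236 and 11.3 ± 0.00608 FPKM, with log2 fold changes of 0.62 and 0.39 (adjusted p = 0.00079 and 0.0107). The listing of these neighbouring genes as separate loci does not show how reads shared by them were divided. *OsNAR2.1* (LOC_Os02g38230) was at 88.8 ± 3.73, 124 ± 2.07 and 126 ± 1.29 FPKM, with log2 fold changes of 0.49 and 0.51 (adjusted p = 0.00029 and 0.000454). Each of the 3 was higher in all 4 OE libraries than in both WT libraries, an order that chance gives in 6.67% of cases, and each was below 1.5-fold in at least one line. *OsNIR2*, at 855 ± 89.6, 874 ± 10.3 and 839 ± 26.3 FPKM, was not separated from the WT in either line.

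A gene within 5 listed loci of *OsMYB305*, LOC_Os01g45110, annotated as an anthocyanin 3-O-beta-glucosyltransferase, fell from 6.11 ± 0.403 FPKM (SD, n = 2) in the WT to 1.34 ± 0.271 FPKM in OE15 and 1.87 ± 0.375 FPKM in OE20, log2 fold changes of -2.12 and -1.66 (adjusted p = 0.000485 and 0.00253 from limma). It was the only tested gene in that window, apart from *OsMYB305*, that was called in both lines. No explanation for it was tested.

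Genes called in both lines lay near each other more often than random sets of genes. Of the 435, 56 had another gene called in the same direction within 5 listed loci, against 21.7 on average in 10000 random sets matched on mean expression and 53 at most (permutation p = 1e-04, the smallest these sets can give). Within 10 listed loci it was 81 against 40.6. Genes that differed between OE15 and OE20 showed the same: 64 of 425 against 21.4, a ratio of 2.99, where the genes called in both lines had a ratio of 2.58. Chance placement would not give this excess, and the excess is not particular to the comparison with the WT. The data are consistent with neighbouring genes that vary together between any groups of plants, for which that ratio of 2.99 was the test. The longest runs, of 4 genes each, were lower genes on chromosome 10, of which 3 are annotated as glycine-rich cell wall structural proteins, and higher genes on chromosome 8, all annotated as cupin domain proteins. All 5 loci with the former annotation in Supplementary Table S2 were called lower in both lines. Reads shared between tandem copies would also give such runs. A comparison of annotations over the whole set is void, since Supplementary Table S2 annotates 71.7% of the 435 genes.

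Changes were larger in OE15 than in OE20 for 269 of the 435 genes called in both lines (61.8%). This share was 62.8% at the lowest under quantile normalization and median-ratio scaling, but a shift in scaling enlarges the changes of one direction and shrinks those of the other, so the share of both together moves little and is a weak test. Taken by direction, the change was larger in OE15 for 143 of the 223 lower genes (64.1%) and for 126 of the 212 higher genes (59.4%), so a shift in scaling alone does not account for it. Over all settings the share of both directions together ran from 55.1% without a minimum on FPKM to 70% with a minimum mean of 5 FPKM. Greater noise in the OE15 libraries was tested by the root mean square replicate SD over the loci tested, which was 1.03 times that of OE20. Another measure, added after that value was seen, went the other way: the median absolute difference between replicates was 0.0754 on the log2 scale in OE15, 0.0825 in OE20 and 0.0850 in the WT. These measures do not show noise to be the source of the larger changes. The larger changes may follow the larger amount of *OsMYB305* transcript in OE15, which was 0.89 higher on the log2 scale than in OE20. With 2 lines this cannot be told apart from any other difference between them.

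Loci at 1 FPKM or more in both libraries of one genotype and listed at 0 in the other 4 libraries numbered 3 for the WT, 10 for OE15 and 6 for OE20. The 10 most expressed loci held 6.70% and 6.86% of the summed FPKM in the WT libraries, 8.51% and 8.58% in OE15, and 7.76% and 7.73% in OE20.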
